# Corticotroph isolation from *Pomc‐*eGFP mice reveals sustained transcriptional dysregulation characterising a mouse model of glucocorticoid‐induced suppression of the hypothalamus–pituitary–adrenal axis

**DOI:** 10.1111/jne.13165

**Published:** 2022-07-14

**Authors:** Peter J. Duncan, Heather McClafferty, Oscar Nolan, Qinghui Ding, Natalie Z. M. Homer, Paul Le Tissier, Brian R. Walker, Michael J. Shipston, Nicola Romanò, Thomas J. G. Chambers

**Keywords:** chronic, glucocorticoid, HPA axis, recovery

## Abstract

Glucocorticoids (GC) are prescribed for periods > 3 months to 1%–3% of the UK population; 10%–50% of these patients develop hypothalamus‐pituitary–adrenal (HPA) axis suppression, which may last over 6 months and is associated with morbidity and mortality. Recovery of the pituitary and hypothalamus is necessary for recovery of adrenal function. We developed a mouse model of dexamethasone (DEX)‐induced HPA axis dysfunction aiming to further explore recovery in the pituitary. Adult male wild‐type C57BL6/J or *Pomc*‐eGFP transgenic mice were randomly assigned to receive DEX (approximately 0.4 mg kg^–1^ bodyweight day^–1^) or vehicle via drinking water for 4 weeks following which treatment was withdrawn and tissues were harvested after another 0, 1, and 4 weeks. Corticotrophs were isolated from *Pomc*‐eGFP pituitaries using fluorescence‐activated cell sorting, and RNA extracted for RNA‐sequencing. DEX treatment suppressed corticosterone production, which remained partially suppressed at least 1 week following DEX withdrawal. In the adrenal, *Hsd3b2*, *Cyp11a1*, and *Mc2r* mRNA levels were significantly reduced at time 0, with *Mc2r* and *Cyp11a1* remaining reduced 1 week following DEX withdrawal. The corticotroph transcriptome was modified by DEX treatment, with some differences between groups persisting 4 weeks following withdrawal. No genes supressed by DEX exhibited ongoing attenuation 1 and 4 weeks following withdrawal, whereas only two genes were upregulated and remained so following withdrawal. A pattern of rebound at 1 and 4 weeks was observed in 14 genes that increased following suppression, and in six genes that were reduced by DEX and then increased. Chronic GC treatment may induce persistent changes in the pituitary that may influence future response to GC treatment or stress.

## 1 INTRODUCTION

Subsequent to the observation of the profound effect of Kendall's compound E (cortisone) administration on rheumatoid arthritis,^1^ glucocorticoids (GCs) have become a principal treatment for inflammatory conditions across most body systems. GCs are now prescribed to 1%–3% of the adult population.^2^, ^3^, ^4^ Despite the evolution of steroid‐sparing treatments, prescription rates continue to increase each year.^2^, ^4^

Exogenous GCs suppress endogenous GC production. When treatment is stopped, homeostasis should re‐activate the hypothalamus‐pituitary–adrenal (HPA) axis; however, this does not always occur, sometimes with fatal consequences.^5^ Failure of GC production following withdrawal of chronic (> 3 month) GC treatment is common (30%–50% of people immediately after stopping treatment, 10%–20% of people 6 months later^6^, ^7^, ^8^). Such cases likely have a significant clinical impact; there is a two‐ to three‐fold increase in hospital presentations with symptoms and signs of adrenal insufficiency (hypotension, hypovolaemia, cardiovascular collapse, and hypoglycaemia) in the 4‐week period following discontinuation of chronic systemic GC treatment.^9^

We are unable to accurately identify those patients at most clinical risk; meta‐analyses suggest that age, dose, and cumulative dose are likely predictors^6^, ^7^, ^9^ although these only account for some of the variability observed between patients. There is also currently no means of predicting recovery of the HPA axis at the point of starting GC therapy, and thus expensive and involved testing or increased use of steroid‐sparing agents cannot be tailored to those most at risk of adrenal insufficiency following GC withdrawal. There would be huge clinical benefits as a result of improving both the identification of those most at risk and the rate of recovery in those with a suppressed axis.

Chronic GC treatment suppresses all levels of the HPA axis. For example, there are blunted adrenocorticotrophic hormone (ACTH) and cortisol responses to insulin‐induced hypoglycaemia,^10^ impaired reactivity of the pituitary to CRH testing^10^, ^11^ and an impaired reactivity of the adrenal to ACTH_1–24._ ^12^ Importantly, the recovery of ACTH production is essential for recovery of adrenal activity in patients both following treatment for Cushing's disease and in patients where treatment with supraphysiological exogenous GCs is withdrawn.^13^ During recovery, there is marked increase in ACTH above physiological levels that precedes recovery of adrenal function.

Recovery of pituitary corticotroph function following withdrawal of chronic GC is essential for recovery of the HPA axis.^13^, ^14^, ^15^ Having found evidence for disrupted corticotroph function persisting up to 1 week following withdrawal of GC, and given in vitro evidence for long term (120 h) transcriptional changes as a result of only a brief (24 h) GC exposure,^16^ we hypothesised that chronic GC exposure programs sustained changes in the corticotroph transcriptome. We reasoned that persistent changes to transcriptional regulators or to pathways regulating ACTH synthesis and secretion might explain the delay in corticotroph and thus HPA axis recovery. We therefore established a mouse model to understand the recovery process of the HPA axis following withdrawal of chronic GC treatment.

## 2 MATERIALS AND METHODS

### 2.1 Study approval

Studies were performed according to the Animals (Scientific Procedures) Act 1986 following specific approval from the UK Home Office (Project Licence P09E1F821), following review by the University of Edinburgh Animal Research Ethics Committee and in compliance with EU directive 2010/63/EU.

Data from three experiments are presented in Figure 1. Experiment 1 aimed to confirm the safety of the 4‐week dexamethasone (DEX) exposure, assess the effect of DEX (and withdrawal) on basal corticosterone, as well as the effects on adrenal, pituitary, and hypothalamus gene expression. In Experiment 2, we aimed to assess the effect of DEX on corticosterone stimulated by waking (facilitated by ‘reverse‐lighting’ the mice). We optimised the experiment design in Experiment 2 to improve efficiency in terms of animal numbers and to remove the potential effects of age. In Experiment 3, we took advantage of the *Pomc*‐eGFP transgenic mice in order that we could directly interrogate corticotroph recovery by RNA‐sequencing (RNA‐seq).

**FIGURE 1:**
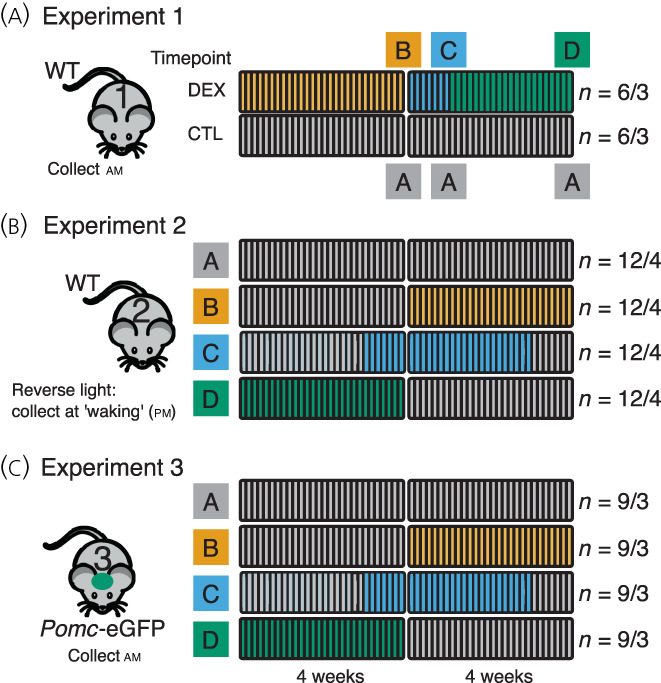
Schematic of experiments. (A) Experiment 1. C57Bl6/J mice were assigned to receive dexamethasone (DEX) in drinking water (*n* = 6 mice in three cages) or water alone (*n* = 6 mice in three cages) for 4 weeks. Control (CTL) mice received only standard drinking water (group A). Following 4 weeks treatment, two animals selected at random from each cage were sacrificed (group B). Following one further week, two further mice from each cage were collected as at time 0 (group C). The last animals were collected 4 weeks after DEX withdrawal (group D). Age matched controls were assigned to group A. WT, wild‐type. (B) Experiment 2. Here, 16 cages of three mice were randomly assigned to four treatment groups, A; receiving water in drinking water for 8 weeks, B; drinking water for 4 weeks and then DEX for 4 weeks, C; water for 3 weeks, DEX for 4 weeks then 1 week with drinking water and D; DEX for 4 weeks then drinking water for 4 weeks. All animals were collected at a single time point at the end of the experiment as above. Animals were reverse lit and collected at the point of waking. (C) Experiment 3 was conducted as Experiment 2, except that animals were not reverse lit and *Pomc*‐eGFP mice were used. Twelve cages of three animals were assigned randomly to the four groups. At the end of the experiment, tissue was collected as in Eexperiments 1 and 2, but anterior pituitary was dissected and dissociated for FACS isolation of corticotrophs. RNA from isolated corticotrophs underwent RNA‐seq. Numbers to the right refer to numbers of animals/in how many cages

Experiments 1 and 2 used male 8‐week‐old C57Bl6/J mice (Jackson Laboratories). Experiment 3 used male 8‐week‐old *Pomc*‐eGFP^17^ transgenic mice maintained on a C57Bl6/J background and bred in‐house. Mice were acclimatised to controlled lighting conditions in the animal facility for 2 weeks prior to each experiment, at constant temperature (22°C). Animals were fed standard chow supplemented with sunflower seeds.

### 2.2 Experiment 1

Mice (C57Bl6/J, *n* = 36) were housed six per cage (lights on 7:30 am) and then randomly assigned to receive DEX (approximately 0.4 mg^–1^ kg^–1^ day^–1^) (Sigma Aldrich) in drinking water per os, or vehicle (usual drinking water) for 4 weeks (Figure 1A). This was achieved by providing mice with drinking water supplemented with 2.51 μg ^–1^ dexamethasone phosphate (dissolved directly in water) which achieved a mean ± SD plasma concentration of 1.94 ± 2.92 nm (at start of waking period). This dose of DEX would be the allosteric equivalent of 2.5 mg for a human weighing 70 kg, which is the equivalent of approximately 16 mg of prednisolone. This ‘moderate’ dose sits in the middle of the range of a weaning dose of 40 mg down to 5 mg over 8–12 weeks commonly used to treat flares of rheumatoid arthritis or inflammatory bowel disease. Animals were weighed, and water was changed two times per week. Following 4 weeks of treatment, DEX was withdrawn, and animals were maintained in standard conditions thereafter. At withdrawal of DEX (time = 0), 1 week and 4 weeks, six animals per group, selected randomly, two per cage were sacrificed by cervical dislocation between 9:00 am and 11:00 am (early rest period). Whole pituitary, hypothalamus, and adrenal glands were dissected and frozen on dry ice and then stored at −80 °C. Adrenal glands were weighed. Trunk blood was obtained, and serum separated by centrifugation at 2000 ***g*** for 10 min at 4 °C and stored at −20 °C. For ease of comparison with Experiment 2, the three control time points have been combined for hormone assays. Hormone measurements did not vary significantly with time in the control mice (see Supporting information, Table S1A).

### 2.3 Experiment 2

Mice (C57Bl6/J, *n* = 48) were randomly assigned to four groups and were housed three animals per cage: group A (control) received drinking water for 8 weeks; group B (0 weeks recovery) received standard drinking water for 4 weeks and then DEX for 4 weeks; group C (1 week recovery) received standard drinking water for 3 weeks, then DEX for 4 weeks with a final week of recovery; group D (4 weeks recovery) receiving DEX in drinking water as above for 4 weeks with a switch to standard water for the following 4 weeks (Figure 1B). Two weeks prior to the start of the experiment, lighting was reversed (lights on 21:00 pm, lights off 09:00 am), otherwise conditions were as Experiment 1. At the end of the experiment, mice were randomly assigned to receive 30 min of restraint stress 20–60 min prior to sacrifice. Because there was no significant effect of stress on measurements taken, these two groups have been combined (see Supporting information, Table S1B). Mice were sacrificed by cervical dislocation and trunk blood collected into cold tubes prepared with 5 μL of 5% EDTA and placed on ice. Plasma was obtained by centrifugation as above and stored at −80 °C until analysis. Anterior pituitary, hypothalamus, and adrenals were dissected and frozen on dry ice and stored at −80°C. All animals were killed between 9:40 am and 11:45 am (early wake period).

### 2.4 Experiment 3

*Pomc*‐eGFP mice (*n* = 36) were randomly assigned to the four groups described in Experiment 2, at three animals per cage with lights on from 07:00 am to 19:00 pm (Figure 1C). At the end of the experimental protocol, mice were killed by cervical dislocation between 9:35 am and 10:30 am (early rest period). Plasma, hypothalamus, adrenals, and pituitaries were harvested as described above. The posterior and intermediate pituitary lobes were carefully dissected and anterior pituitaries were dissociated as reported previously.^18^ Briefly, pooled tissues, each pool from three mice, were minced with a razor blade before being placed into 2.5 mL of Dulbecco's modified Eagle's medium (DMEM) with 25 mm HEPES (LifeTechnologies) supplemented with 5 μL mL^–1^ DNAse I (Sigma) and 0.25% trypsin (Worthington). The pituitaries were digested for 20 min at 37°C with gentle shaking every 5 min. Digestion was terminated by allowing cells to settle for 5 min, removing the supernatant and trituration of the cells in 1 mL of DMEM supplemented with 50 μL of soybean trypsin inhibitor (Sigma), 50 μL of aprotinin (100 Kallikrein inhibitor units) (Sigma), and 5 μL of DNAse I. Cells were passed through a 70‐μm cell strainer (Corning) that was washed with further inhibition solution. Cells were then centrifuged for 10 min at 100 ***g*** at room temperature, the supernatant was removed, and the cells resuspended in DMEM supplemented with 4.5 g L^–1^ glucose with l‐glutamine and 25 mm HEPES (Life Technologies), 0.3% bovine serum allbumin, 1 × ITS liquid media supplement (Sigma), 4.2 μg mL^–1^ fibronectin (Sigma), and 1 × antibiotic/antimycotic solution (Sigma) (penicillin, streptomycin, and amphotericin B) and then triturated gently before being transported to the fluorescence‐activated cell sorting (FACS) facility.

### 2.5 Isolation of eGFP positive cells

Cells were resuspended in 500 μL of phosphate‐buffered saline supplemented with 25 mm HEPES and 5 mm EDTA (FACS buffer) and passed through a 35‐μm cell strainer that was washed with a further 200 μL of the FACS buffer. Draq7 was added as a vitality marker and cells sorted using a SH800 Cell Sorter (Sony). Gates were established using wild‐type pituitaries to avoid capturing eGFP negative (−ve) cells and to select single cells. Sorted single cells were resuspended into low bind Eppendorf tubes into 300 μL of Trizol and were frozen on dry ice and stored at −80 °C until sending for sequencing.

### 2.6 RNA extraction, QC, library preparation, and Illumina sequencing

RNA isolation, library preparation, and sequencing reactions were conducted at GENEWIZ, LLC. (South Plainfield, NJ, USA). Total RNA was extracted from FACS sorted cells using Qiagen RNeasy Plus Universal Mini kit in accordance with the manufacturer's instructions (Qiagen). The RNA samples were quantified using Qubit 2.0 Fluorometer (Life Technologies) and were below the limit of detection.

Ultra‐low input RNA sequencing library preparation used the SMART‐V4 kit for cDNA Synthesis (Clontech) from 10 pg to 10 ng of total RNA and polyA amplification. Illumina Nextera XT kit was used to prepare the final DNA libraries accordance with the manufacturer's instructions. Integrity of the sequencing library was assessed on an Agilent TapeStation (Agilent Technologies) and quantified by using a Qubit 2.0 Fluorometer (Invitrogen) as well as by a quantitative polymerase chain reaction (qPCR) (KAPA Biosystems).

The sequencing libraries were clustered on one lane of a patterned flowcell. After clustering, the flowcell was loaded on a HiSeq 4000 System (Illumina) or equivalent instrument in High Output Mode in accordance with the manufacturer's instructions. The samples were sequenced using a 2x150 Paired End configuration. Image analysis and base calling were conducted using the HiSeq Control Software. Raw sequence data (.bcl files) generated from the Illumina HiSeq were converted into fastq files and de‐multiplexed using bcl2fastq 2.17 software (Illumina). One mismatch was allowed for index sequence identification.

### 2.7 Steroid quantification

For Experiment 1, 11‐dehydrocorticosterone and corticosterone were measured by tandem liquid chromatography‐tandem mass spectrometry (LC‐MS/MS) in 30 μL of mouse serum at the mass spectrometry core facility, University of Edinburgh. Briefly, serum (30 μL) was enriched with internal standards (D_4_‐cortisol [D4F] and epi‐corticosterone [Epi‐B], 2.5 ng). Chloroform (10:1) was added and vortexed. The supernatant was reduced to dryness under oxygen‐free nitrogen at 60°C and reconstituted in water: acetonitrile (70 μL; 70:30 v/v). Samples were extracted alongside a calibration curve of 11‐dehydrocorticosterone and corticosterone (0.001–10 ng) with D4F and Epi‐B as internal standards (1 ng). Quantitative analysis of the extracts was carried out on a Nexera UHPLC – Sciex QTrap 6500+ LC‐MS/MS instrument, operated in positive ion mode, as described previously.^19^, ^20^

For Experiment 2, a low volume extraction method was developed for mouse plasma and combined with an LC‐MS/MS method adapted froma previous study,^21^ to detect corticosterone, 11‐dehydrocorticosterone, and DEX by LC‐MS/MS in only 10 μL of mouse plasma. Briefly, 10 μL of plasma was diluted to 100 μL with water, prepared alongside a calibration curve of 11‐dehydocorticosterone, corticosterone, and DEX. The plasma, calibration standards, and blanks were dispensed manually as aliquots (100 μL) into individual wells of a 2‐mL 96 deep‐well polypropylene plate (Waters), enriched with an internal standard solution of isotopically labelled standards (d8‐corticosterone [Cambridge isotope laboratories] and d4‐dexamethasone [Sigma‐Cerrilliant]) in methanol was added (20 μL; 10 ng). The plate was agitated and transferred to an Extrahera™ automated sample processor (Biotage) where formic acid (100 μL, 0.1%, v/v) was added to each well. Samples were incubated at room temperature (18–22 °C; 5 min) and transferred to an SLE+ 200 plate by the robot and loaded onto the SLE material under positive pressure using compressed air. The analytes were eluted from the SLE material into a deep‐well collection plate by positive pressure following the addition of dichloromethane/propan‐2‐ol (98:2; 4 × 450 μL). The eluate was reduced to dryness under a stream of heated oxygen‐free nitrogen (40°C) on an SPE Dry™ Dual Sample Concentrator System (Biotage). Once dry, extracts were dissolved in water/methanol (100 μL; 70:30 v/v), the plate was sealed with a zone‐free plate seal, and shaken on a plate shaker (10 min) before injecting directly from the 96‐well plate for LC‐MS/MS analysis.

Samples were injected (10 μL) onto a Kinetex C18 column (150 × 3 mm; 2 μm; Phenomenex) at 40°C at a flow rate of 0.5 mL min^–1^, mobile phase A – water 0.05 mm ammonium fluoride, B – methanol 0.05 mm ammonium fluoride from 55 to 100% B over 16 min, protected by a Kinetex KrudKatcher (Phenomenex). Separation was followed by analysis on a QTrap 6500+ Linear Ion Trap Quadrupole Mass Spectrometer (AB Sciex) system using a TurboIonspray source operated at 600°C. 11‐Dehydrocorticosterone, corticosterone, and DEX were detected with the following transitions: *m/z* 345.1.1➔ 121.2, *m/z* 347.1 ➔ 121.1, *m/z* 393.1 ➔ 373.2, whereas internal standards d8‐corticosterone and d4‐dexamethasone were detected with the following transitions: *m/z* 355.3 ➔ 125.1 and *m/z* 397.1 ➔ 377.2.

The peak areas of each steroid and internal standard were integrated using Quantitate in Analyst 1.6.3 (AB Sciex). Linear regression analysis of calibration standards, calculated using peak area ratios of steroid of interest to internal standard, was used to determine the concentration of the steroid in the samples. *R* ^2^ > 0.99 was considered acceptable and within each batch of samples the accuracy at the upper and lower limits were only accepted if the accuracy < 20%. The amount of steroid was calculated using linear regression analysis of the peak area ratio.

### 2.8 ACTH quantification

ACTH was measured in 25–50 μL of plasma using an ACTH ELISA kit M046006 (MD Biosciences) in accordance with the manufacturer's instructions. The assay has low cross‐reactivity with other products of *Pomc*. Samples were diluted 1:4 or 1:8. The assay had a lower limit of detection of 4 pg mL^–1^, has an intra‐assay precision (CV) of 6.7% and an inter‐assay precision (CV) of 7.1%.

### 2.9 Reverse transcription (RT)‐qPCR

RNA was extracted from tissue using the Reliaprep Miniprep System (Promega) in accordance with the standard protocol, except that treatment with DNase to remove genomic DNA was extended for 30 min. RNA purity was assessed using spectrophotometry to ensure 260/280 readings were > 1.8. RNA integrity for subsets of samples was assessed by inspection of RNA on a 1% agarose gel. RNA was reverse transcribed using Superscript IV (Thermo Fisher) in accordance with the manufacturer's instructions with random hexamers and oligo‐dT (50:50). RT‐qPCR was conducted using a StepOne Plus (Thermo Fisher) cycler and PowerSYBR (Thermo Fisher) in accordance with the manufacturer's instructions. The primers are shown in the Supporting information (Table S2) and were either Quantitect assays (Qiagen), or were designed in house and synthesised by Eurofins (UK), PCR products were assessed for size and for primer dimerisation by running 10 μL of RT‐qPCR products on a 3% agarose gel (see Supporting information, Figure S1). Relative expression was determined, with stably expressed reference genes determined using NormFinder (https://moma.dk), and the geometric mean of the best combination of two genes was used: for Experiment 1, adrenal reference genes were *Gapdh* and *Ipo8*; for pituitary, *Ppia* and *Ipo8*; and, for hypothalamus, *Ppia* and *Gapdh*. For Experiment 2 (adrenal), *Gapdh* and *Kdm2b* were used as reference genes. Data are presented as delta delta Ct versus the control; in Experiment 1, the control from the same time point and, in Experiment 2, with the control arm (group A).

### 2.10 Statistical analysis

Differences between groups were assessed by linear mixed‐effects model. Normality was assessed by visualisation of Q‐Q plots. For Experiment 1, treatment and time were used as dependent variables and cage as a random factor. For Experiments 2 and 3, group was used as the dependent variable and cage as a random factor. For assessing bodyweight, group and time were used as dependent variables and individuals within cage as random factors to allow for repeated measures. For ease of comparison of RT‐qPCR experiments and quantification of glucocorticoids, data from Experiment 1 were further analysed grouping together results from the different times in the control arm (delta Ct still relative to the time point control). This did not affect the interpretation of the results. Where a significant interaction between time and treatment was identified (Experiment 1), or an effect of group (Experiment 1, 2, and 3), pairwise comparison was made, corrected using Tukey's honestly significant difference. Statistical analysis was conducted using R, version 3.6.2 (R Foundation for Statistical Computing). *p* < 0.05 was considered statistically significant. Data are presented in box and whisker plots (with median and interquartile range) unless otherwise stated.

### 2.11 RNA‐seq bioinformatic analysis

Nextera adapters were removed from paired end FASTA files using trimgalore v0.6.5 (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) with the flags –paired and –2colour. Quality control, including successful removal of adapters, assessment of phred scores and sequence length, were assessed using FastQC v0.11.9 (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Trimmed reads were aligned to the mouse genome (GRCm38 release 98) using STAR v2.7.1a (https://github.com/alexdobin/STAR). Aligned reads were quantified using featureCounts v2.0.0 (https://bioconductor.org/packages/release/bioc/html/Rsubread.html) using the flags –p (paired end), −Q 20 (mapping quality >20) and –s 2 (reverse stranded).^22^ Count files were then analysed using EdgeR (https://bioconductor.org/packages/release/bioc/html/edgeR.html) keeping genes with > 0.1 counts per million (cpm) in at least three samples and with differential expression based upon trended dispersion. For comparison with qRT‐PCR data (see Supporting information, Figure S2D), cpm relative to the control group (A) was calculated for each gene. 17.5 million to 27.1 million reads were obtained from each sample of corticotrophs pooled from two‐three pituitaries (see Supporting information, Figure S3C).

## 3 RESULTS

### 3.1 Body and adrenal weight

Weight gain was attenuated during treatment with DEX. Upon discontinuation of DEX (in group B), weight increased over 28 days to match that of control litter mates. There was a significant interaction between weight, time, and treatment *p* < 0.001 (see Supporting information, Figure S2A). Adrenal weight was not significantly reduced by DEX treatment (Figures 2A,B; see also Supporting information, Figures S2B). Adrenal/bodyweight ratio was not significantly affected by DEX or withdrawal (Figure 2C,D).

**FIGURE 2:**
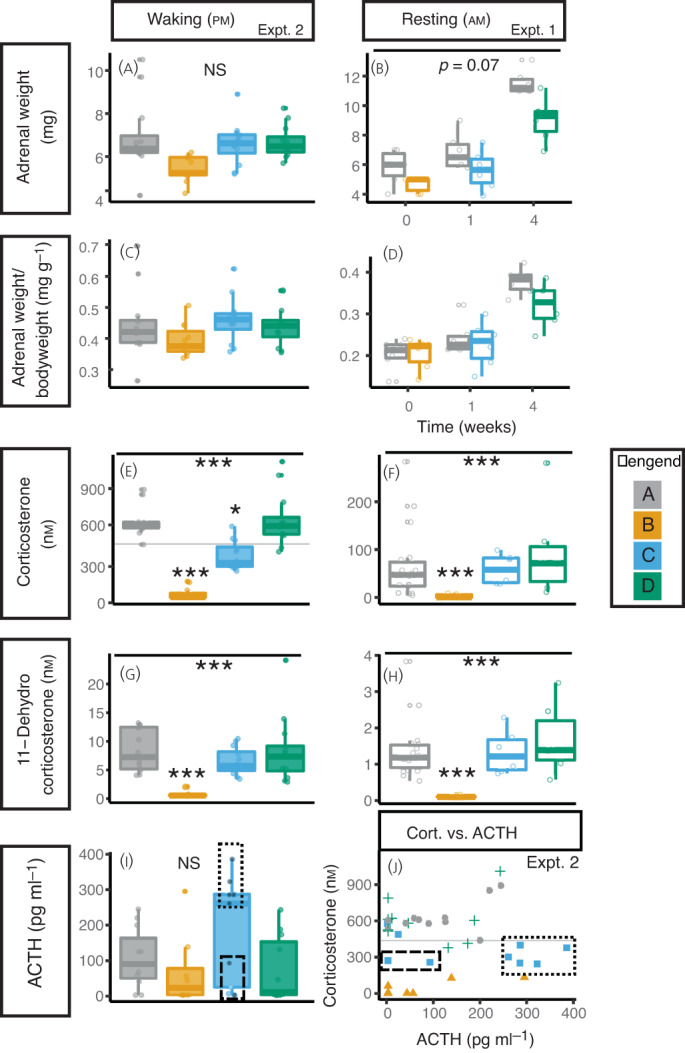
Dexamethasone reduces weight and corticosterone production that persists 1 week following treatment withdrawal. (A,B) Adrenal weight The mean weight of both adrenal glands at collection is presented with box and whisker charts from experiment 2 (A) and experiment 1 (B). (C,D) Adrenal weight/bodyweight (D,E) The adrenal weight as a proportion of bodyweight are presented for experiment 2(C) and experiment 1 (D). (E,F) Corticosterone levels. DEX treatment reduced corticosterone levels that were still reduced 1 week after stopping DEX treatment at waking (pm) (experiment 2) (E), but which had returned to normal basal levels (am; rest period) (experiment 1) (F). Corticosterone levels had returned to the level of controls 4 weeks after stopping DEX treatment. (G,H) 11‐dehydrocorticosterone levels. As (E,F). (I) ACTH levels. Data from experiment 2. The dotted box highlights mice with recovered ACTH production, the dashed box shows mice with unrecovered ACTH production; grey circles in this box are mice with Corticosterone levels below controls, blue circles are mice with corticosterone within the range of controls. (J) Relationship between plasma corticosterone and ACTH. DEX treatment (yellow triangles) reduced both plasma ACTH and corticosterone compared to controls (grey circles). One week after stopping DEX (blue squares), there was greater variation between animals with some showing high ACTH levels but lower corticosterone (dotted box) and some showing inappropriate ACTH levels for the lower corticosterone levels (dashed box). Four weeks after stopping DEX, ACTH and corticosterone levels had returned to level of controls (green crosses). Data from experiment 2. Legend. Grey dots and boxes represent control mice (Group A), yellow those who have had 4 weeks of DEX treatment (Group B), blue those one week after withdrawal of DEX (Group C) and green those 4 weeks after treatment withdrawal (Group D). Data analysed by linear mixed model with group as dependent variable and cage as random factor. Tukey‐adjusted post hoc tests compared to control group are indicated above boxes where significant differences were identified. *** p < 0.001, ** p < 0.01, * p < 0.05. *n* = 6‐12 animals from 3‐4 cages.

### 3.2 Steroid levels

Corticosterone levels were significantly reduced by DEX treatment (Figure 2E,F). When tested at waking (i.e., peak corticosterone levels), this finding persisted even 1 week after stopping the DEX (Figure 2F). 11‐Dehydrocorticosterone levels were also reduced by DEX but in both waking and resting phases had recovered 1 week after stopping the DEX (Figure 2G and H). ACTH levels were lower immediately following DEX, although this did not achieve statistical significance. One week after stopping the DEX, two distinct populations of animals were apparent: those with increased ACTH levels (indicating recovery of the higher HPA axis) and those with lower levels than would be expected given the relatively low corticosterone levels (Figure 2I) (Hartigan's dip test for unimodality *D* = 0.15, *p* = 0.04). Two mice had ACTH levels and corticosterone levels consistent with controls (normal corticosterone and low ACTH). This is further exemplified in Figure 2J where the animals in group B (1 week following recovery) form into disparate groups; low ACTH and low corticosterone (ongoing HPA axis suppression), high ACTH and low corticosterone (recovered pituitary, ongoing adrenal suppression), and normalised ACTH and corticosterone (recovered). DEX levels measured in the plasma from Experiment 2 were not detectable in the control group (A) or in group C or D, 1 and 4 weeks after treatment withdrawal, highlighting a carryover effect was not the reason for lower corticosterone levels in group C. Among those animals exposed to DEX (group B), plasma DEX levels reached maximally 6 nm (Figure S2C).

### 3.3 Adrenal and hypothalamic gene expression

In Experiment 1, DEX treatment had no impact on *Avp*, *Crh*, Glucocorticoid receptor (*Nr3c1*), or Mineralocorticoid receptor *(Nr3c2*) mRNA expression in whole hypothalamus (Figure 3A).

**FIGURE 3:**
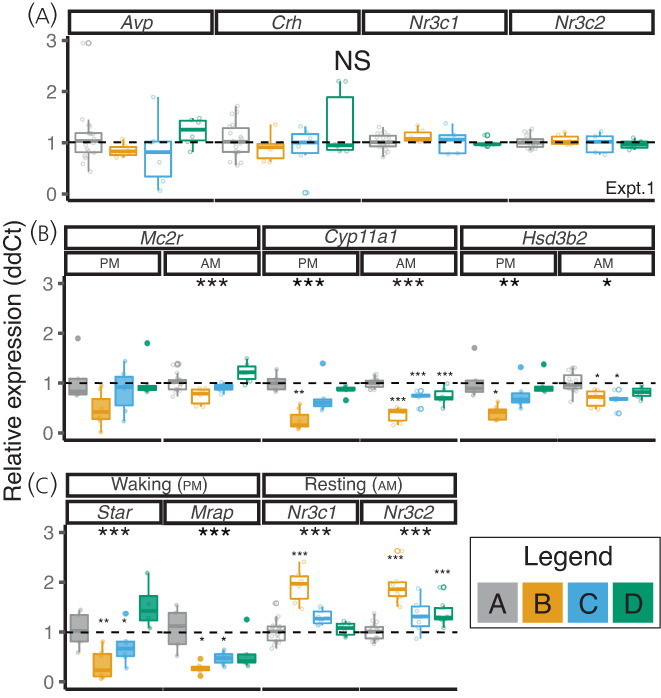
Dexamethasone (DEX) treatment induces significant and persistent changes in adrenal gene expression. (A) Hypothalamus. DEX treatment did not affect gene expression of *Avp*, *Crh*, *Nr3C1*, or *Nr3c2* in whole hypothalamus (data from Experiment 1). (B,C) Adrenal. DEX reduced the adrenal expression of the adrenocorticotrophic hormone (ACTH) receptor (*Mc2r*), steroidogenic enzymes (*Cyp11a1 Hsd3b2* and *Star*) and increased expression of the glucocorticoid receptor (*Nr3c1*) and mineralocorticoid receptor (*Nr3c2*). Data are shown from Experiment 1 (am panels) and Experiment 2 (pm panels). For ease of comparison, control samples from each time point in Experiment 1 have been combined, delta delta Ct (ddCT) values were made in comparison to time‐matched adrenal glands. Grey bars represent control mice (group A); yellow represent those who have had 4 weeks of DEX treatment (group B); blue represent those 1 week after withdrawal of DEX (group C); and green represent those 4 weeks after treatment withdrawal (group D). Data analysed by a linear mixed model with group as dependent variable and cage as random factor. Tukey‐adjusted post‐hoc tests compared to control group are indicated above bars (small asterixis) where significant differences were identified. ***p < 0.001, **p < 0.01, *p < 0.05 (*n* = 6–12 animals from three or four cages)

Gene expression was examined in the adrenal glands from experiments 1 (rest period) and 2 (wake period) (Figure 3B and C). DEX treatment significantly reduced expression of mRNAs for the ACTH receptor (*Mc2r*), the steroidogenic enzymes *Cyp11a1* (side chain cleavage enzyme) and *Hsd3b2* (3‐beta hydroxylase), the first two steps in the steroidogenic pathway, *Star* the gene coding for steroid acute regulatory protein, and the gene encoding *Mrap*, which transports the ACTH receptor to the plasma membrane. One week following DEX withdrawal, there was ongoing reduced expression of *Mc2r*, *Mrap*, *Cyp11a1*, and *Star*. This was greatest in the pm/wake period when, in control animals (group A), corticosterone levels were the highest. Thus, there were altered mRNA levels in the adrenal that persisted at least 1 week after withdrawing DEX treatment, consistent with the lower corticosterone levels measured at waking in this group. mRNA levels of the glucocorticoid and mineralocorticoid receptors were significantly increased following DEX treatment, remaining significantly elevated even 4 weeks after DEX withdrawal in the case of the mineralocorticoid receptor (*Nr3c2*) (Figure 3C).

### 3.4 Pituitary gene expression

Following withdrawal of supraphysiological GC, the recovery of adrenal responsiveness to ACTH in humans follows recovery of pituitary ACTH production (presumably a result of the trophic effect of the products of POMC products/ACTH on the adrenal). Indeed, there tends to be an overshoot in ACTH production (as would be seen in primary adrenal failure) prior to recovery of the adrenal.^13^ Sustained changes to transcription of the GC responsive gene *Fkbp5* persisting 120 h beyond GC withdrawal have been found in vitro.^16^ 

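The RNA-seq libraries of experiment 3 came from *Pomc*-eGFP mice, whose transgene places enhanced green fluorescent protein under the *Pomc* promoter, so that corticotrophs, the anterior pituitary cells that release ACTH, can be collected by fluorescence-activated cell sorting. Control mice formed group A. Mice of group B received the synthetic glucocorticoid DEX in drinking water for 4 weeks, and mice of groups C and D received the same treatment followed by 1 and 4 weeks without it. The sample labels state 2.5 µg/ml DEX in the water and recovery periods of 7 and 28 days. Each group had 3 libraries (n = 3 pools), and each pool held sorted cells of several pituitaries. Because the RNA lay below the detection limit of the fluorometer, it was amplified with the SMART-V4 kit, and all 12 libraries were sequenced on 1 lane, so that no sequencing batch divides the groups. The authors trimmed the reads with trimgalore v0.6.5, aligned them to GRCm38 with STAR v2.7.1a using the Ensembl release 98 annotation, and counted read pairs on genes with featureCounts v2.0.0 at a mapping quality of at least 20 and with strand-specific counting. The deposited table lists 55304 gene symbols in 12 libraries. Its values are CPM (the count unit of the paper) taken on the effective library size, which is the number of reads on genes multiplied by a scaling factor. All 271881 values above 0 were whole multiples of the value of 1 read in its library, so the whole reads could be recovered, and the scaling factors differed from edgeR's TMM factors by at most 6.66e-16. These values are called normalised counts below. The scaling factors ranged from 0.702 to 1.21, and 1 read was worth from 0.0787 to 0.127 normalised counts.
Reads on genes ranged from 7719894 to 11443517 in the control pools (median 10002819), from 8323298 to 10452188 in the DEX pools (median 9948026), from 9057793 to 11171892 in the pools 1 week after withdrawal (median 10465823) and from 9653421 to 12848078 in the pools 4 weeks after withdrawal (median 10584426). The paper states 17.5 to 27.1 M reads per sample, and the values analysed here rest on the reads on genes. A few transcripts took a large part of each library. The growth hormone gene *Gh* held 8.20% to 22.9% of the reads, *Prl* held 3.50% to 10.3% and *Pomc* held 0.454% to 20.0%, with 95% Wilson confidence intervals no wider than 0.0255 percentage points to either side. The 10 most abundant genes together held 19.2% to 46.2%. The libraries carry no molecular identifiers, so intervals and floors cover counting error only. Genes with more than 0.1 normalised counts in at least 3 libraries were tested (24736 genes) with limma on log2(value + 0.1), with an F test over the 3 contrasts against control and Benjamini-Hochberg adjustment. All fold changes are on this log2(value + 0.1) scale, which understates the change of low genes. A group with at most 3 reads of a gene in every library was taken as being at the floor, and a fold against it is given as a bound. Count models on the recovered reads were alternatives to limma. Coordinates are those of GENCODE release M21 on GRCm38.

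**Figure D1:**
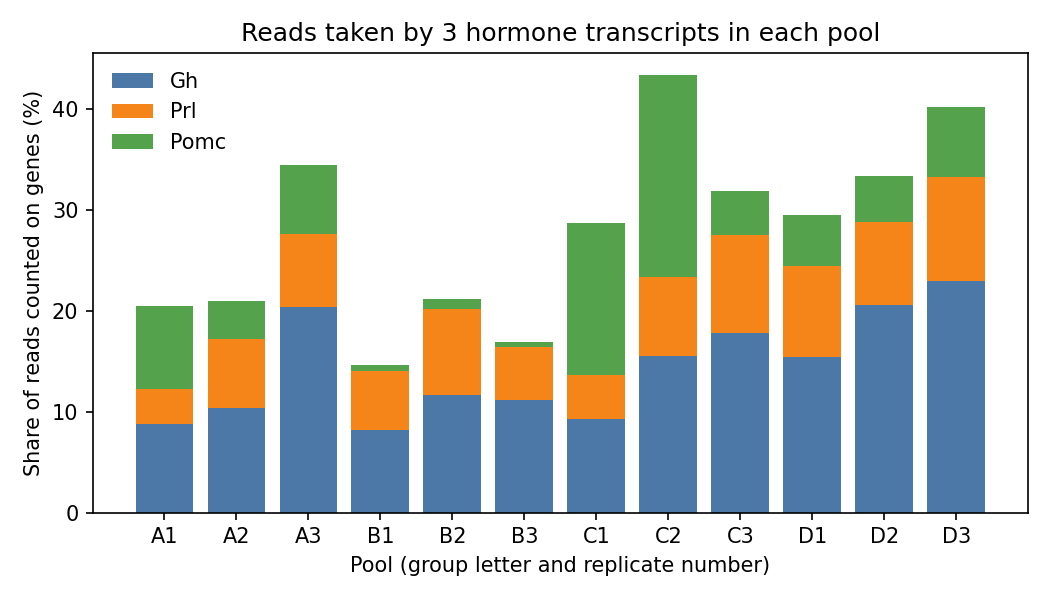
Share of the reads on genes, in percent, taken by *Gh*, *Prl* and *Pomc* in each of the 12 libraries, grouped as control, DEX for 4 weeks, and 1 and 4 weeks after withdrawal. *Pomc* took less than 1% of the reads in all 3 DEX pools and up to 20.0% 1 week after withdrawal.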

To explore whether transcriptional dynamics were persistently affected following DEX withdrawal and might associate with HPA axis dysfunction, we used *Pomc*‐eGFP transgenic mice to isolate *Pomc* expressing cells from the anterior pituitary to assess the corticotroph transcriptome during DEX treatment and following treatment withdrawal (experiment 3). Pilot studies showed ongoing suppression of *Pomc* mRNA in isolated corticotrophs 1 week following DEX withdrawal.

The eGFP expression measured by FACS showed a bi‐modal distribution, suggesting the existence of two subpopulations of *Pomc* expressing cells sorted from the anterior pituitary (Figure 4A). DEX induced a shift of cells to the lower eGFP‐expressing population, which was most apparent 4 weeks after DEX withdrawal.

**FIGURE 4:**
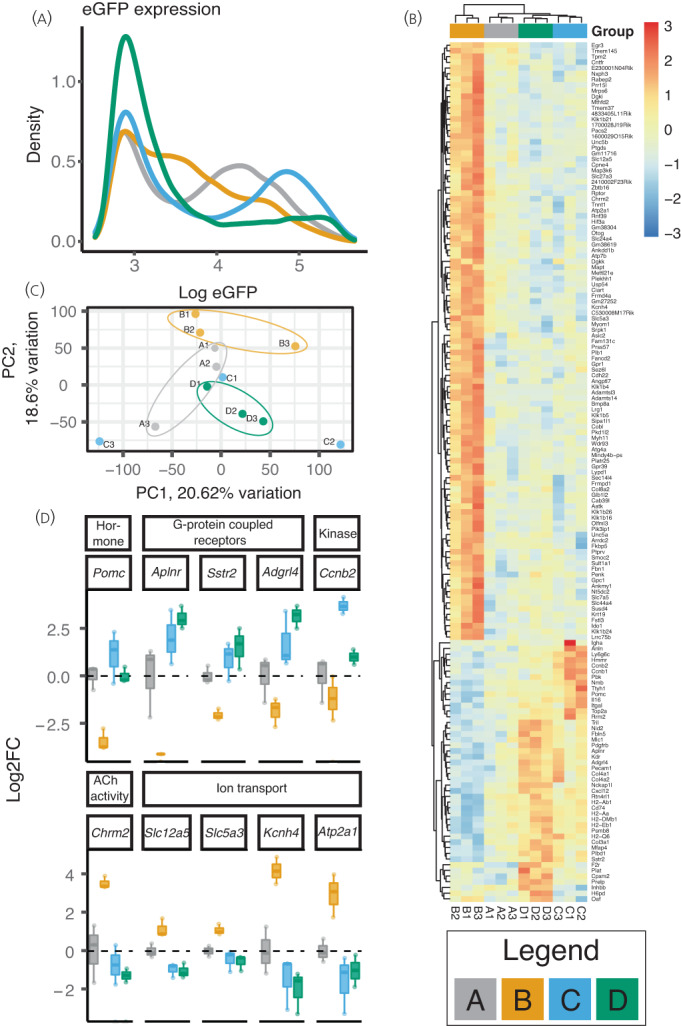
DEX treatment significantly affects the corticotroph transcriptome with changes evident 4 weeks following treatment withdrawal. (A) eGFP expression. The eGFP expression of the isolated cells is shown. In groups A (control; grey line) and C (1 week post DEX withdrawal; blue line) bimodal populations of cells are apparent. The mean fluorescence of three sorts is shown each comprising the dissociated pituitaries of 2‐3 mice. (B) Heatmap showing transcriptomic analysis of isolated cells. The 151 differentially genes with FDR <0.05 are shown. Relative expression across each row is shown as per the colour code to the right of the panel. Columns indicate each sample comprising cells isolated from 2‐3 pituitaries and are clustered according to gene expression pattern. Samples are clustered by Euclidean distance. (C) Principal component analysis (PCA) plot showing the 1st 2 principal components of PCA analysis the RNA‐seq data from corticotrophs following exposure to DEX. (D) Selected genes from RNA‐seq from classes exhibiting persisting changes following withdrawal of DEX. Log2 fold change data are shown for genes that were significantly affected by treatment and recovery along with the molecular function class to which they belong (see table 1 and 2). Data are the same as those presented in 4B. Legend. Grey lines/bars represent control mice (Group A); yellow those who have had 4 weeks of DEX treatment (Group B); blue those one week after withdrawal of DEX (Group C); and green those 4 weeks after treatment withdrawal (Group D). *n* = 3 comprising a pool of 2‐3 pituitaries.

Treatment with DEX had no impact on the abundance of isolated cells (see Supporting information, Figure S3C), although it did induce a small but not statistically significant reduction in the proportion of GFP‐positive cells. RNA‐seq confirmed a reduction in *Pomc* mRNA in response to DEX (Figure 4B,D). 

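*Pomc* (chromosome 12, 3954951 to 3960642) had 61015 ± 22908 normalised counts in control pools (SD, n = 3) and 5708 ± 2437 in DEX pools (SD, n = 3). The highest DEX pool, at 8521, lay below the lowest control pool, at 34562 (two-sided exact permutation test, p = 0.1, the smallest p that 3 pools against 3 allow). The log2 fold change was −3.41 (standard error 1.10), and it stayed between −3.78 and −3.23 with each library left out in turn. Across the 4 groups, the adjusted p of *Pomc* in limma's F test was 0.223, above the threshold of 0.05 here and in all 12 fits that each left out 1 library. It fell below the threshold with 7 of the 14 alternatives, namely a filter at 1 normalised count, array weights, robust moderation, both edgeR quasi-likelihood fits, edgeR's likelihood ratio test and DESeq2.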

Interestingly, there was variability in *Pomc* mRNA with increased *Pomc* mRNA in two pools 1 week following treatment withdrawal (group C; green), but the third pool had returned to control levels (Figure 4B and D).

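At 1 week after withdrawal, pools 1, 2 and 3 held 149459, 284739.5 and 43612 normalised counts of *Pomc*, with a mean of 159270.2 ± 120863 (SD, n = 3). Pool 3 lay inside the range of the control pools, and pools 1 and 2 lay above it. The log2 fold change against control was 1.09 (standard error 1.10; two-sided exact permutation test, p = 0.3). It was 1.84 without pool 3 and 0.49 without pool 2. At 4 weeks after withdrawal, *Pomc* stood at 59322 ± 18108 (SD, n = 3), a log2 fold change of 0.00273 against control (exact permutation test, p = 1).

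**Figure D2:**
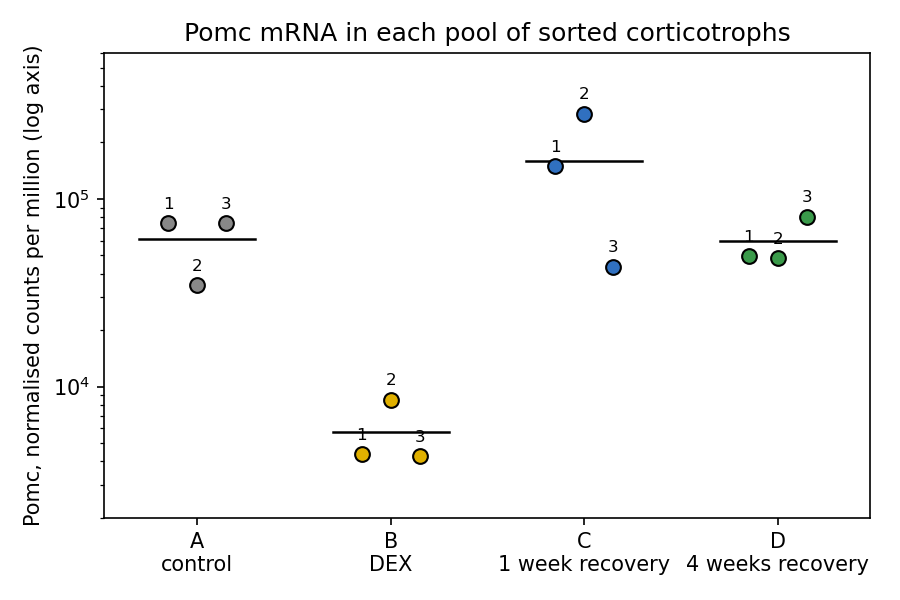
Normalised counts of *Pomc* in each pool on a logarithmic axis, by group, with the mean of the 3 pools as a horizontal line. The DEX pools lie below the control pools, and the 3 pools at 1 week after withdrawal spread from 43612 to 284739.5.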

Of a total of 23,247 genes (with > 0.1 read/million in more than samples), 151 were differentially expressed between the four groups (using cut off false discovery rate < 0.05). 

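Of 24736 genes with more than 0.1 normalised counts in at least 3 libraries, 78 differed among the 4 groups (limma F test, adjusted p under 0.05). With the same value in more than 3 libraries, 23247 genes remained to be tested. Another split of the 12 libraries never gave as many genes among 99 drawn at random, where the median was 0 and the highest count was 43. The count moved most when limma weighted the libraries by their quality, to 1069 genes. It was 158 with edgeR's quasi-likelihood test, 1033 with edgeR's likelihood ratio test on a trended dispersion and 734 with DESeq2, and 70, 78 and 73 of the 78 genes were among these. Without DEX pool 3 the count was 7, without DEX pool 1 it was 13, and without pool 3 of the 1 week group it was 185. Of the 151 distinct genes that Table 1 lists, 69 passed over all genes tested, 150 had an unadjusted p under 0.05, and 150 passed when adjusted over the list alone. The study chose this list on the same samples, so the last count is not independent evidence. Of the 151 genes, 146 passed with the quasi-likelihood test. The number of listed genes past the limma test fell to 7 without DEX pool 3 and rose to 117 without pool 3 of the 1 week group.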

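Principal components were computed from log2 normalised counts of all 24736 genes, centred and not scaled. PC1 held 22.7% of the variance and PC2 held 16.1%. On this plane, the mean distance between pools of a group was 80.6 in control, 68.2 in DEX, 164 at 1 week after withdrawal and 42.5 at 4 weeks. Of the 220 sets of 3 pools that the 12 pools can form, 8 were as widely spread as the 1 week pools (exact permutation test, one-sided, p = 0.0364), and the adjusted p over the 4 groups tested was 0.145 in this exact test. Pool 2 of this group lay at −81.3 on PC1 and −93.9 on PC2, pool 3 at 132 and −21.5, and pool 1 near the centre at −4.74 and 7.16. Control pool 3 at 88.4 and DEX pool 3 at −87.4 were also far from the other pools of their groups on PC1. Across all genes, the mean distance within the 1 week group was 208, against 154 to 171 in the other groups (one-sided exact permutation test, p = 0.0682). The mean distance of the 1 week group was 2.57 times that of the other groups. Its unadjusted exact test was no longer past the threshold with the 500 most variable genes (2.41 times), without pool 2 (2.42 times) or without pool 3 (2.12 times).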

Principal component analysis showed that control, DEX treatment, and 4‐week recovery animals roughly clustered together (Figure 4C) but group C showed higher variability in both principal component (PC)1 and PC2. The 151 genes exhibiting differential expression are shown in Figure 4B. Interestingly, all four groups had a distinct transcriptomic signature, being particularly remarkable for group D despite this group showing recovery of the HPA axis by measurement of steroidogenesis. 

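Each treated group was compared with control in the same limma model. In DEX, 30 genes had an adjusted p under 0.05. At 1 and at 4 weeks after withdrawal the counts were 0 and 0, with smallest adjusted p of 0.0674 and 0.326 (limma). Without adjustment, 1682 genes had a p under 0.05 in DEX, 938 at 1 week and 1570 at 4 weeks, where chance gives 1236.8. All 3 pools lay on one side of all 3 control pools for 12.8% of genes in DEX, 6.08% at 1 week and 13.2% at 4 weeks, where chance gives 10%. Between the treated groups, 107 genes differed between 1 week and DEX, 216 between 4 weeks and DEX, and 0 between 4 weeks and 1 week (1352 with an unadjusted p under 0.05; smallest adjusted p 0.533, limma). When the 2 groups compared were fitted without the others, the DEX contrast held 1 gene. With array weights the DEX contrast held 166 genes and the 1 week contrast 4, and 8 genes differed between 4 weeks and 1 week. edgeR's likelihood ratio test and DESeq2 also gave more genes in each of these comparisons than limma without weights. The 4 weeks contrast held 186 genes with array weights, 91 with edgeR's likelihood ratio test and 60 with DESeq2. Without control pool 2 or without DEX pool 3 the DEX contrast held 2 genes, and without pool 3 of the 1 week group it held 73. The difference between 1 week and DEX fell to 16 genes without DEX pool 3, and that between 4 weeks and DEX fell to 18 without pool 2 of the 4 week group and rose to 393 without pool 3 of the 1 week group.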

DEX treatment resulted in 63 significantly up‐ and 12 significantly down‐regulated genes (log2 fold change > 2) (Table 1). 

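Among the genes past the F test, 38 had a log2 fold change over 2 in DEX and 10 had one under −2. With edgeR's quasi-likelihood test these counts were 68 and 13, and they moved most with edgeR's likelihood ratio test, to 138 and 144. Of all genes past the limma test, 58 were higher in DEX and 20 were lower, so that 74.4% were higher. This share was 72% when libraries were scaled by median ratios, 76.1% after quantile normalisation, 70.1% with robust moderation, 72.9% with the replicate number as a block, and 76.6% and 77.0% with the 2 quasi-likelihood fits. It fell to 57.2% of 734 genes with DESeq2 and to 51.8% of 1033 genes with edgeR's likelihood ratio test. Without DEX pool 3 both counts were 2, and without DEX pool 1 they were 6 and 5. Without pool 3 of the 1 week group they were 63 and 16.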

Volcano plots demonstrating differentially expressed genes across the different groups are shown in the Supporting information (Figure S4); the atypical appearance here is a result of the false discovery rate (FDR) having been determined by a comparison made across all four groups.

**TABLE 1:** One hundred and fifty‐one differentially expressed genes and the time points at which they were up‐ or down‐regulated

B\D	Up	NC	Down	D/C
Up	*Plb1*, *Krt19*	*Adamts14*, *Fancd2*, *Klk1b4*		Up
	*Fbn1*, *Ido1*, *Penk*, *Klk1b24*, *Oaf*, *Col8a2*	*Ptgds*, *Klk1b21*, *Tmem37*, *Dgki*, *Klk1b26*, *4833405L11Rik*, *Cdh22*, *Sult1a1*, *Pacs2*, *Gpc1*, *Olfml3*, *Nt5dc2*, *Prr15l*, *Atg4a*, *Gpr39*, *Lypd1*, *Arrdc2*, *Tnnt1*, *Klk1b16*, *Lrg1*, *C530008M17Rik*, *Slc44a4*, *Cpne4*, *Slc7a5*, *Fkbp5*, *Mthfd2*, *Unc5b*, *Gpr1*, *1700028J19Rik*, *Fam131c*, *Pik3ip1*, *Ttyh1*, *Ccnb1*, *Usp54*, *Plekhh1*, *Ciart*, *E230001N04Rik*, *Ankmy1*, *Glb1l2*, *Nxph3*, *Aatk*, *Cobl*, *Smoc2*, *Ankdd1b*, *Mindy4b‐ps*, *Frmd4a*, *Sez6l*, *Atp7b*, *Gm38619*, *Lrrc75b*, *Sipa1l1*, *Angptl7*, *Gm27252*, *Sec14l4*, *Platr25*, *Unc5a*, *Slc5a3*, *Cab39l*, *Mapt*, *Ptprv*, *Wdr93*, *Rabep2*, *Fstl3*, *Prss57*, *Slc27a3*, *Susd4*, *2410002F23Rik*, *Slc24a4*, *Mrps6*, *Frmpd1*	*Adamtsl3*, *Mettl21e*, *Bmp8a*, *Slc12a5*, *Myom1*, *Gm11716*, *Klk1b5*, *Myh11*, *Dgkk*, *Asic2*, *Pkd1l2*, *Gm38304*	NC
		*Atp2a1*, *Map3k6*, *Cntfr*, *Otog*	*Kcnh4*, *Hif3a*, *Tpm2*, *Rnf39*, *1600029O15Rik*, *Chrm2*	Down
NC	*Hmmr*, *Col4a1*, *Anln*, *Col4a2*	*Ttyh1*, *Ccnb1*		Up
	*Tril*, *Cpxm2*, *H6pd*, *Prelp*, *F2r*, *Fbln5*, *Plat*, *Nid2*, *Mlc1*	*Tmem145*, *Srpk1*, *Zbtb16*, *Cxcl12*, *Rptor*		NC
		*Inhbb*	*Egr3*	Down
Down	*Ly6g6c*, *Aplnr*, *Pbk*, *Top2a*, *Adgrl4*, *Il16*, *Plbd1*, *Kdr*, *Pdgfrb*, *Sstr2*, *Rrm2*, *H2‐Q6*, *Itgal*, *Pecam1*	*Nmb*, *Ccnb2*, *Pomc*	*Igha*	Up
	Col3a1, Cd74, Nckap1l, H2‐Aa, H2‐DMb1, H2‐Eb1, H2‐Ab1, Mfap4	Psmb8, Rtn4rl1		NC

*Note*: Genes were clustered into 27 subsets based upon their expression relative to controls in each treatment group vs. group B and group C in rows and group D in columns. Very few genes demonstrate persistent change in expression in the same direction over all three time points.

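The 151 distinct genes of Table 1 were placed again from the limma fold changes, with a change counted above 1 or below −1 on the log2 scale. For 128 genes all 3 directions equalled the cell of Table 1, and with the fold changes of edgeR 151 did. With the columns of the table read as 1 week in place of 4 weeks, a reading tried only after the data were seen, 92 matched. With a threshold of 0.5 in place of 1, 72 matched. Of the genes that Table 1 lists as changed, the sign of the fold change was the same in DEX for 129 and opposite for 2, and it was the same for 41 of 41 at 1 week and 62 of 63 at 4 weeks. No gene past the F test was changed past 1 in the same direction in all 3 groups, giving a count of 0, and 99 genes did so among those with an unadjusted F test p under 0.05. This count was 4 without control pool 1, and 2 with edgeR's quasi-likelihood test, and it moved most with array weights, to 46.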

We used our dataset of 151 significantly changed genes (FDR < 0.05) to identify genes that showed persistent changes with log2 fold change greater than 1 vs. controls (group A). Only small groups of genes showed a persistent change in expression as a result of DEX exposure. 

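*Igha* (chromosome 12, 113254830 to 113260236), the constant region of immunoglobulin A, had 89.3 normalised counts in pool 1 at 1 week after withdrawal and at most 0.435 in each of the other 11 libraries. Controls held 0.157, 0.118 and 0.435 and DEX pools 0.166, 0 and 0. The DEX pools were at the floor and control pools had at most 4 reads, so a fall in DEX was not detectable at this depth. The fitted log2 fold change at 1 week was 2.39 (standard error 1.60) with pool 1 and −0.50 without it. The adjusted p was 0.713 (limma F test), and 4 of the 12 alternatives that give a value put it below 0.05, namely array weights, both quasi-likelihood fits and edgeR's likelihood ratio test.
Of the genes raised by DEX, *Penk* (chromosome 4, 4133531 to 4138819) stood at 13.6 ± 2.76 normalised counts in control, 53.97 ± 11.8 in DEX, 25.1 ± 4.29 at 1 week and 31.7 ± 11.4 at 4 weeks (SD, n = 3 each). Its log2 fold changes were 1.97, 0.88 and 1.17 (standard error 0.292), with an adjusted p of 0.0297 (limma F test). It passed in 6 of the 12 fits that each left out 1 library and was lost without control pools 2 or 3, any of the DEX pools, or pool 3 of the 4 week group, and with the replicate number as a block. *Fbn1* (chromosome 2, 125300594 to 125507993) had log2 fold changes of 4.04 in DEX, 0.62 at 1 week and 1.45 at 4 weeks (standard error 0.660; adjusted p 0.0372, limma F test). It passed in 4 of the 12 fits that each left out 1 library, those without control pool 1 or any of the 1 week pools. *Ido1* was at the floor in control and at least 11.1-fold higher in DEX (adjusted p 0.0378), and both control and 1 week pools were at the floor. It passed in 3 of the 12 such fits, those without a 1 week pool. *Klk1b24*, *Oaf* and *Col8a2* did not pass the F test, with adjusted p of 0.0905, 0.0908 and 0.213 (limma). All 3 passed with edgeR's quasi-likelihood and likelihood ratio tests and with DESeq2, *Klk1b24* and *Oaf* also with array weights and with the quasi-likelihood test on genes above 0.1 in more than 3 libraries, and *Klk1b24* also with a pseudocount of 1. At 1 week their log2 fold changes were 0.96, −0.64 and −1.15 (standard errors 0.656, 0.531 and 0.919), and at 4 weeks 1.18, 2.01 and 1.02. *Klk1b24* is one of several near-identical paralogs, and reads that match several of them could be lost to the mapping quality filter or counted on the wrong copy.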

One (*Igha*) was suppressed by DEX and was also suppressed 1 week after treatment withdrawal and eight genes were both upregulated by DEX and remained elevated 1 week after withdrawal (*Plb1*, *Krt19*, *Fbn1*, *Ido1*, *Penk*, *Klk1b24*, *Oaf*, and *Col8a2)*. Two of these remained increased 4 weeks post DEX withdrawal (*Plb1* and *Krt19*) (Table 1; see also Supporting information, Figure S4). 

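*Plb1* (chromosome 5, 32232708 to 32366520) had no read in the 3 control pools. It had 11.7 ± 3.70 normalised counts in DEX (SD, n = 3), at least 38.3-fold higher, and 0.440 ± 0.0934 at 1 week, at least 1.44-fold higher. At 4 weeks its pools held 0.0924, 0.219 and 0, at the floor as in control. Its adjusted p was 7.07e-04 in the limma F test, and it passed with every library left out and under all 14 alternatives. *Krt19* (chromosome 11, 100140810 to 100148665) was at the floor in control, with 0.157, 0 and 0.217 normalised counts. In DEX its pools held 5.72, 1.14 and 16.9, at least 26.0-fold higher in the mean. They held 0.285, 0.127 and 0.667 at 1 week, a mean at least 1.18-fold higher than control, and 0.0924, 1.09 and 0.271 at 4 weeks. Its mean at 4 weeks was at least 1.59-fold higher than control, with most of the reads in pool 2. The adjusted p of *Krt19* was 0.111 (limma F test), and it passed with array weights, both quasi-likelihood fits, edgeR's likelihood ratio test and DESeq2.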

The majority of differentially expressed genes demonstrated increased expression by DEX and then returned to baseline at 1 and 4 weeks (73 genes).

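Among the genes past the F test, 55 had a log2 fold change over 1 in DEX, and 36 of these were within 1 of control at both 1 and 4 weeks. With edgeR's quasi-likelihood test the counts were 109 and 73, and they moved most with edgeR's likelihood ratio test, to 327 and 188. Without DEX pool 3 they were 3 and 2, and without pool 3 of the 1 week group they were 106 and 67.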

Another pattern of ‘rebound’ expression was observed (Table 1). These groups may represent genes that were directly or indirectly stimulated or repressed by GC. 

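Among the genes past the F test, 28 had a log2 fold change past 1 in DEX and past 1 in the opposite direction at 1 or 4 weeks. Of these, 14 were lower in DEX, 13 of them with log2 fold changes from −3.26 to −1.09 and *Aplnr*, at the floor in DEX, at least 7.69-fold lower. They were higher afterwards, 7 at 1 week and 12 at 4 weeks. The other 14 were higher in DEX, with log2 fold changes from 1.14 to 4.30, and lower afterwards, 8 at 1 week and 11 at 4 weeks. Table 1 lists 13 and 14 of them. Past 1 at both 1 and 4 weeks, the counts were 5 lower and then higher and 5 higher and then lower, and with edgeR's quasi-likelihood test 15 and 6. *Nmb* (chromosome 7, 80902227 to 80905076) had 14.8 ± 5.11 normalised counts in control, 1.98 ± 0.424 in DEX, 89.3 ± 63.9 at 1 week and 16.7 ± 7.52 at 4 weeks (SD, n = 3 each), log2 fold changes of −2.81, 2.40 and 0.14 (adjusted p 7.07e-04, limma F test), and it passed in all 12 fits that each left out 1 library. With edgeR's quasi-likelihood test the counts of genes lower and then higher, and higher and then lower, at 1 or 4 weeks were 26 and 25. They moved most with edgeR's likelihood ratio test, to 156 and 81. Without DEX pool 3 they were 3 and 0, and without pool 3 of the 1 week group they were 31 and 28.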

Fourteen genes were downregulated by DEX and then were higher at 1 or 4 weeks, and six genes were upregulated by DEX and then suppressed.

Ontological analysis using Protein Analysis Through Evolutionary Relationships, http://pantherdb.org,^23^ identified transporter activity (e.g. GO:0005215; GO:0015075) and kinase activity (GO:0016301) as the molecular processes most affected by DEX (Table 2). 

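The 6 kallikrein genes that Table 1 lists, *Klk1b4*, *Klk1b5*, *Klk1b16*, *Klk1b21*, *Klk1b24* and *Klk1b26*, were higher in DEX than in control. For 5 of them the log2 fold changes ran from 2.77 to 4.20, and *Klk1b4*, with no read in control, was at least 10.7-fold higher. For 6 of 6 genes all 3 DEX pools lay above all 3 control pools, but the study chose these genes from the same libraries, so this is no independent test. Of the 6 genes, 4 passed the limma F test, and 6 passed with edgeR's quasi-likelihood test. These genes are near-identical paralogs on chromosome 7, so reads that match several copies could be lost to the mapping quality filter or counted on the wrong copy.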

Dividing these genes into those up‐ or down‐regulated by DEX further highlighted some classes of molecular function of importance: genes with peptidase/hydrolase were enriched in those down‐regulated by DEX, particularly a number of Kalikrein genes and transporters (see Supporting information, Table S3). Of those suppressed by DEX, antigen binding, extra cellular matrix components, and G‐protein coupled receptors were significant (see Supporting information, Table S4).

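*Cd74* (chromosome 18, 60803848 to 60812652), which carries MHC class II molecules through the cell, fell from 58.6 ± 39.4 normalised counts in control to 6.19 ± 3.68 in DEX (SD, n = 3 each), a log2 fold change of −3.17 (standard error 0.458; adjusted p 0.00180, limma F test), and it passed in all 12 fits that each left out 1 library. Together with *H2-Aa*, *H2-Ab1*, *H2-Eb1* and *H2-DMb1*, the log2 fold changes of these 5 genes ranged from −3.17 to −1.90 in DEX, and 5 of 5 passed the F test. At 4 weeks they ranged from 1.15 to 1.66. The 14 macrophage and dendritic cell markers outside Table 1 fell less, with a median log2 fold change of −0.49 in DEX. Of these, 11 of 14 were lower, but the most abundant, *Lyz2* and *Csf1r*, went from means of 9.87 and 9.61 in control to 12.3 and 11.0.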

**TABLE 2:** Over‐representation test for classes of genes with significant differential expression in Experiment 3

PANTHER GO‐Slim Molecular Function	Mus musculus ‐ REFLIST (22265)	Number of genes	Number of expected genes	Over or under represtation	A vs B (fold Enrichment)	(P‐value)	
Transporter activity (GO:0005215)	782	10	5.41	+	1.85	0.05	*Atp7b Slc7a5 Ttyh1 Slc24a4 Atp2a1 Slc12a5 Slc27a3 Pkd1l2 Slc5a3 Kcnh4*
Ion transmembrane transporter activity (GO:0015075)	581	9	4.02	+	2.24	0.02	*Atp7b Slc7a5 Ttyh1 Slc24a4 Atp2a1 Slc12a5 Pkd1l2 Slc5a3 Kcnh4*
Inorganic molecular entity transmembrane transporter activity (GO:0015318)	550	9	3.8	+	2.37	0.01	*Atp7b Slc7a5 Ttyh1 Slc24a4 Atp2a1 Slc12a5 Pkd1l2 Slc5a3 Kcnh4*
Kinase activity (GO:0016301)	572	8	3.96	+	2.02	0.05	*Srpk1 Ccnb2 Dgki Dhkk Ccnb1 Pdgfrb Cab39l Map3k6*
Phosphotransferase activity, alcohol group as acceptor (GO:0016773)	534	8	3.69	+	2.17	0.03	*Srpk1 Ccnb2 Dgki Dgkk Ccnb1 Pdgfrb Cab39l Map3k6*
Metal ion transmembrane transporter activity (GO:0046873)	310	7	2.14	+	3.26	0.01	*Atp7b Slc24a4 Atp2a1 Slc12a5 Pkd1l2 Slc12a5 Kcnh4*
Cation transmembrane transporter activity (GO:0008324)	424	7	2.93	+	2.39	0.03	*Atp7b Slc24a4 Atp2a1 Slc12a5 Pkd1l2 Slc5a3 Kcnh4*
Inorganic cation transmembrane transporter activity (GO:0022890)	395	7	2.73	+	2.56	0.02	*Atp7b Slc24a4 Atp2a1 Slc12a5 Pkd1l2 Slc5a3 Kcnh4*
Active transmembrane transporter activity (GO:0022804)	218	5	1.51	+	3.32	0.02	*Atp7b Slc24a4 Atp2a1 Slc12a5 Slc5a3*
Receptor regulator activity (GO:0030545)	255	5	1.76	+	2.83	0.03	*Lypd1 Il16 Inhbb Bmp8a Dkk3*
Monovalent inorganic cation transmembrane transporter activity (GO:0015077)	261	5	1.81	+	2.77	0.04	*Slc24a4 Atp2a1 Slc12a5 Slc5a3 Kcnh4*
Active ion transmembrane transporter activity (GO:0022853)	156	5	1.08	+	4.63	<0.01	*Atp7b Slc24a4 Atp2a1 Slc12a5 Slc5a3*
Organic cyclic compound binding (GO:0097159)	1680	4	11.62	−	0.34	0.01	*Chrm Ciart Mrps6 Gata2*
Kinase binding (GO:0019900)	158	4	1.09	+	3.66	0.02	*Ccnb2 Nell2 Myom1 Ccnb1*
Heterocyclic compound binding (GO:1901363)	1638	4	11.33	−	0.35	0.01	*Chrm2 Ciart Mrps6 Gata2*
Calcium ion transmembrane transporter activity (GO:0015085)	84	3	0.58	+	5.16	0.02	*Slc24a4 Atp2a1 Pkd1l2*
cytokine activity (GO:0005125)	116	3	0.8	+	3.74	0.05	*Il16 Inhbb Bmp8a*
Nucleic acid binding (GO:0003676)	1293	3	8.94	−	0.34	0.02	*Ciart Mrps6 Gata2*
Carboxypeptidase activity (GO:0004180)	30	2	0.21	+	9.64	0.02	*Cpxm2 Mindy4b‐ps*
Postsynaptic neurotransmitter receptor activity (GO:0098960)	49	2	0.34	+	5.9	0.05	*Chrm2 Lypd1*
Growth factor binding (GO:0019838)	38	2	0.26	+	7.61	0.03	*Gpc1*
Glycosaminoglycan binding (GO:0005539)	42	2	0.29	+	6.88	0.03	*Nell2 Rtn4rl1*
Acetylcholine receptor activity (GO:0015464)	28	2	0.19	+	10.33	0.02	*Chrm2 Lypd1*
Cyclin‐dependent protein serine/threonine kinase regulator activity (GO:0016538)	35	2	0.24	+	8.26	0.02	*Ccnb1 Ccnb2*
Acetylcholine binding (GO:0042166)	28	2	0.19	+	10.33	0.02	*Chrm2 Lypd1*
Neuropeptide binding (GO:0042923)	21	2	0.15	+	13.77	0.01	*Sstr1 Gpr1*
Heparin binding (GO:0008201)	27	2	0.19	+	10.71	0.02	*Nell2 Rtn4rl1*
Fibroblast growth factor binding (GO:0017134)	6	1	0.04	+	24.1	0.04	*Gpc1*
Lipopolysaccharide binding (GO:0001530)	7	1	0.05	+	20.65	0.05	*Tril*

*Note*: Genes with differential expression were assessed for over‐enrichment using PANTHER, version 15.0, GO‐slim molecular function. Binomial test with Bonferroni correction was applied to compare the list of differentially expressed genes with that expected.

Further analysis examining the molecular function of pathways that were changed across all groups is shown in Table 3. Here, pathways that were identified as significantly up‐ or down‐regulated in comparisons between control and each of the three treatment groups are shown. For example, G protein‐coupled receptor activity (GO:0004930) was down‐regulated by DEX but showed a rebound increase. 

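Table 3 names 3 genes under this term. *Adgrl4* (chromosome 3, 151437887 to 151545086) had 1.27 ± 0.778 normalised counts in control, 0.314 ± 0.143 in DEX, 4.95 ± 5.25 at 1 week and 9.64 ± 3.72 at 4 weeks (SD, n = 3 each). Its log2 fold changes were −1.56, 1.60 and 2.98 (standard error 0.725; adjusted p 0.0353, limma F test). It passed in 5 of the 12 fits that each left out 1 library, those without control pools 1 or 3 or any of the 1 week pools, and it was lost with a pseudocount of 1, with no filter on low values and with the replicate number as a block. *Aplnr* passed the same F test, and *Sstr2* did not. *Adgrl4* is also a marker of endothelial cells. The 17 endothelial markers outside Table 1 had a median log2 fold change of −1.71 in DEX, or −1.65 with genes at the floor set to their bounds, and 17 of 17 were lower.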

Cation transmembrane transporter activity (GO:0008324) on the other hand was up‐regulated by DEX and then reduced during the recovery period.

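The 7 genes that Table 3 names under this term (*Slc12a5*, *Slc5a3*, *Atp7b*, *Slc24a4*, *Kcnh4*, *Atp2a1* and *Pkd1l2*) had log2 fold changes from 1.09 to 4.68 in DEX, and for 7 of 7 all 3 DEX pools lay above all control pools. As Table 3 was drawn from the same libraries, this is no independent test. At 1 week 6 of 7 had a negative log2 fold change, with a median of −0.56, and for 1 gene all 3 pools lay below control. At 4 weeks 6 of 7 were negative, with a median of −0.61 with *Pkd1l2*, at the floor there, set to its bound, and for 3 genes all pools lay below control. The exceptions were *Pkd1l2* at 1 week (0.12) and *Slc24a4* at 4 weeks (0.0752). *Kcnh4* (chromosome 11, 100740376 to 100759942) showed log2 fold changes of 4.01, −1.20 and −1.63 (standard error 0.713; adjusted p 0.00614, limma F test), and *Atp2a1* (chromosome 7, 126445858 to 126463108) 2.93, −1.55 and −1.01 (standard error 0.656; adjusted p 0.0193). Both were lost without DEX pool 1 or DEX pool 3. Of the 7 genes, 3 passed the limma F test, and *Slc5a3*, *Atp7b*, *Slc24a4* and *Pkd1l2* did not, with adjusted p of 0.0587, 0.134, 0.111 and 0.0545. With edgeR's quasi-likelihood test 7 of 7 passed.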

**TABLE 3:** Over‐representation test for classes of genes with changes across three groups with direction of change in expression

Molecular function	Mus Mus genes	Enriched	Expected	Fold enrichment	Significance	A vs B	A vs C	A vs D	Genes
G protein‐coupled receptor activity (GO:0004930)	405	3	0.56	5.32	0.02	Down	Up	Up	*Aplnr; Sstr2; Adgrl4*
Neuropeptide binding (GO:0042923)	21	1	0.03	34.2	0.03	Down	Up	Up	*Sstr2*
Peptide binding (GO:0042277)	179	2	0.25	8.02	0.03	Down	Up	Up	*Sstr2; Aplnr*
Amide binding (GO:0033218)	194	2	0.27	7.4	0.03	Down	Up		*Aplnr; Sstr2*
Cyclin‐dependent protein serine/threonine kinase regulator activity (GO:0016538)	35	1	0.05	20.52	0.05	Down	Up		*Ccnb2*
Molecular transducer activity (GO:0060089)	1349	5	1.88	2.66	0.04	Down	Up		*Aplnr; Pdgfrb; Ccnb2; Sstr2; Adgrl4*
Rac GTPase binding (GO:0048365)	26	1	0.04	27.62	0.04	Down		Up	*Nck1l*
Acetylcholine binding (GO:0042166)	28	2	0.12	17.1	<0.01	Up	Down	Down	*Lypd1; Chrm2*
Acetylcholine receptor activity (GO:0015464)	28	2	0.12	17.1	0.007	Up	Down	Down	*Lypd1; Chrm2*
Actin filament binding (GO:0051015)	84	2	0.35	5.7	0.05	Up	Down	Down	*Myom1; Tpm2*
Cation transmembrane transporter activity (GO:0008324)	424	7	1.77	3.95	<0.01	Up	Down	Down	*Slc12a5; Slc5a3; Atp7b; Slc24a4; Kcnh4; Atp2a1; Pkd1l2*
Hormone binding (GO:0042562)	52	2	0.22	9.21	0.02	Up	Down	Down	*Lypd1; Chrm2*
Inorganic cation transmembrane transporter activity (GO:0022890)	395	7	1.65	4.24	<0.01	Up	Down	Down	*Slc12a5; Slc5a3; Atp7b; Slc24a4; Kcnh4; Atp2a1; Pkd1l2*
Inorganic molecular entity transmembrane transporter activity (GO:0015318)	550	8	2.3	3.48	<0.01	Up	Down	Down	*Slc12a5; Slc5a3; Atp7b; Slc24a4; Kcnh4; Slc7a5; Atp2a1; Pkd1l2*
Ion transmembrane transporter activity (GO:0015075)	581	8	2.43	3.3	<0.01	Up	Down	Down	*Slc12a5; Slc5a3; Atp7b; Slc24a4; Kcnh4; Slc7a5; Atp2a1; Pkd1l2*
Metal ion transmembrane transporter activity (GO:0046873)	310	7	1.29	5.41	<0.001	Up	Down	Down	*Slc12a5; Slc5a3; Atp7b; Slc24a4; Kcnh4; Atp2a1; Pkd1l2*
Monovalent inorganic cation transmembrane transporter activity (GO:0015077)	261	5	1.09	4.59	<0.01	Up	Down	Down	*Scl12a5; Slc5a3; Kcnh4; Atp2a1*
Postsynaptic neurotransmitter receptor activity (GO:0098960)	49	2	0.2	9.77	0.02	Up	Down	Down	*Lypd1; Chrm2*
Transmembrane transporter activity (GO:0022857)	701	8	2.93	2.73	<0.01	Up	Down	Down	*Slc12a5; Slc5a3; Atp7b; Slc24a4; Kcnh4; Slc7a5; Atp2a1; Pkd1l2*
Ammonium ion binding (GO:0070405)	80	2	0.33	5.99	0.05	Up	Down		*Lypd1; Chrm2*
Calcium ion transmembrane transporter activity (GO:0015085)	84	3	0.35	8.55	<0.01	Up	Down		*Slc24a4; Atp2a1; Pkd1l2*
Potassium ion transmembrane transporter activity (GO:0015079)	139	3	0.58	5.17	0.02	Up		Down	*Slc12a5; Kcnh4*
Transporter activity (GO:0005215)	782	9	3.27	2.76	<0.01	Up		Down	*Slc12a5; Kcnh4; Pkd1l2*
Extracellular matrix structural constituent (GO:0005201)	11	1	0.05	21.76	0.05	Up		Up	*Fbn1*
Oxidoreductase activity, acting on single donors with incorporation of molecular oxygen, incorporation of two atoms of oxygen (GO:0016702)	10	1	0.04	23.94	0.04	Up		Up	*Ido1*
DNA‐binding transcription factor activity (GO:0003700)	618	2	0.31	6.55	0.04		Down	Down	*Hif3a; Egr3*

*Note*: Genes with differential expression were assessed for over‐enrichment using PANTHER version 15.0, GO‐slim molecular function. Binomial test with Bonferroni correction was applied to compare the list of differentially expressed genes with that expected. Data are shown from classes identified in more than one comparison.

We assessed differentially expressed gene sets for regulator regions using I‐cis.^24^ Consistent with induction by GC, we found enrichment for genes associated with binding sites for *Nr3c1* (the glucocorticoid receptor) (normalised enrichment score 5.48, > 3 considered significant). Interestingly, we did not find enrichment for GR in the genes suppressed by DEX; this might be because the algorithm is less effective at identifying the distal enhancers associated with DEX suppression,^25^ or because the suppressive mechanism may depend on intermediary transcription factors.^16^, ^26^

## 4 DISCUSSION

We exposed mice to the synthetic GR agonist, DEX for 4 weeks in drinking water and show that sustained suppression of the HPA axis persisting for at least 1 week following treatment withdrawal. We found that, at 1 week following DEX withdrawal, some animals show a compensatory increase in plasma ACTH and corticotroph *Pomc* expression, whereas others still demonstrate suppressed corticotroph action given the relative corticosterone deficiency. DEX has a significant effect on the corticotroph transcriptome; although, 1 week following treatment withdrawal, the majority of genes affected by DEX have returned to control levels, differential expression of several genes persists at least 1 week after withdrawal of DEX.

As expected, we found evidence for reduced adrenal function persisting 1 week following withdrawal of DEX treatment.^27^, ^28^ A significant reduction in the abundance of transcripts for genes regulating steroidogenesis was found 1 week following DEX withdrawal. We did not see significant reductions in adrenal size as seen in other models of glucocorticoid exposure^27^, ^29^; this may relate to the fact that the adrenals still exhibited growth during the experimental period (Figure 2B,D), or because the dose of DEX we used was comparatively small.

The adrenal response to ACTH is reduced both in humans and in rodent models following withdrawal of chronic exogenous GC treatment.^12^, ^28^ Previous studies highlight normalised ACTH plasma measurements in the context of ongoing adrenal insufficiency, suggesting an ongoing defect at the level of the adrenal.^12^, ^28^, ^30^ However, another interpretation of these data is that ACTH levels should be increased in the milieu of relative adrenal insufficiency and thus normalised ACTH levels are suggestive of ongoing attenuated corticotroph (or hypothalamic) function. Furthermore, expression of the steroidogenic enzymes that remain suppressed 1 week following DEX withdrawal is driven by ACTH,^31^ which might also point towards ongoing impaired activity at the higher HPA axis. Taken together, our data indicate that exogenous GC exposure suppresses both adrenal and pituitary function and suggest that recovery of adrenal function is dependent (at least in part) upon recovery of the pituitary.

One week following withdrawal of DEX, we find heterogeneity in the HPA axis activity of mice. In the waking phase (pm), we show that, although five of nine mice exhibit the expected increase in ACTH associated with impaired adrenal function (consistent with recovery of corticotroph activity), two of nine have ACTH that is inappropriately low given the low corticosterone levels. We see a similar pattern in the transcriptome of isolated corticotrophs where one pool out of three shows low (similar to control) levels of *Pomc* transcript when this should be elevated in the context of adrenal insufficiency. This variability is reminiscent of human studies where only a proportion of patients are found to have ongoing adrenal insufficiency following withdrawal of exogenous GC (e.g., 10% of patients at 6 months).^7^, ^32^ The data suggest inter‐individual differences in the trajectory of recovery of the mice in terms of ACTH release that could be established in further studies looking at further ‘snap shots’ of the recovery process following DEX withdrawal.

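In that pool the other listed corticotroph genes were low as well. Averaged over *Tbx19*, *Avpr1b*, *Crhr1*, *Pcsk1* and *Neurod1*, pool 3 at 1 week after withdrawal differed from pools 1 and 2 by −2.99 on the log2 scale. *Tbx19* had 282, 385 and 39.5 normalised counts in pools 1, 2 and 3. Relative to the mean of these 5 genes on the log2 scale, *Pomc* stood at 8.82, 8.66 and 10.27 in the control pools and at 10.05, 10.98 and 11.27 in pools 1, 2 and 3 at 1 week, so that pool 3 was the highest of the group on this scale. The group difference from control was 1.52 (two-sided exact permutation test, p = 0.2), against −3.89 in DEX (exact permutation p = 0.1) and 0.69 at 4 weeks (exact permutation p = 0.4). The 5 genes themselves differed between groups, so this scale also carries their changes. *Tbx19* had means of 302 in control, 919 in DEX, 236 at 1 week and 149 at 4 weeks. In DEX, 3 of the 5 were higher than in control, and at 4 weeks 4 of the 5 were lower. Endothelial markers in pool 3 were higher than in pools 1 and 2 by 2.77 on the log2 scale.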

A number of possibilities could account for these differences: (1) we show variance in the levels of plasma DEX attained as a result of the exposure in drinking water, thus the variability could be attributed to different dose exposures as a result of differences in water intake as mice were co‐housed; (2) social hierarchy may affect HPA axis activity as observed in *Cynomolgus* ^33^ (although we pooled mice from the same cage for the RNA‐seq experiments); and (3) finally, factors that influence GC sensitivity of the HPA axis, for example epigenetic changes in the hypothalamus as a result of early life or prenatal stress exposure,^34^, ^35^, ^36^ could account for inter‐individual differences.

DEX at 0.4 mg kg^–1^ likely reaches lower concentrations within the blood brain barrier than plasma; 0.2 mg kg^–1^ mouse^–1^ reached brain concentrations of 30% that of plasma as a result of extrusion by *Mdr1/Abcb1*,^37^ which helps to reduce accumulation of toxins within the brain, and exports DEX. Thus, a relative GC deficient state was likely induced by our DEX exposure. We did not find changes in whole hypothalamus transcript levels for *Crh* or *Avp* when measured in the rest period. The magnocellular component (which does not contribute directly to HPA axis activity) in which these transcripts are also found abundantly may account for the lack of change here. As we have dissected whole hypothalamus, we are unable to assess specific changes in the parvocellular neurones that regulate anterior pituitary hormone release.

We explored recovery at the level of the pituitary further by isolating corticotrophs from *Pomc*‐eGFP mice. The eGFP profile of the isolated cells exhibited a bimodal distribution, which was most apparent in control mice and those 1 week following withdrawal (group A and C); at time points 1 and 4 weeks following DEX withdrawal (groups B and D), there was a shift in the population to the left with a greater proportion of ‘low eGFP’ expressing cells.

Two possibilities to account for multiple populations of cells arise here. First, inclusion of melanotrophs that also produce large quantities of *Pomc*. These cells were removed by careful dissection of the *pars intermedia*, although some melanotrophs may be present in the anterior pituitary.^38^ We did not find any association between expression of *Pcsk2* and *Pax7*, markers of melanotrophs, and those samples with larger populations of eGFP ‘high’ cells (see Supporting information, Figure S3B). Furthermore, our own experience with dispersed GFP positive cells in vitro suggests that < 1% of cells fail to respond to CRH/AVP, a mechanism specific to corticotrophs. 

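*Pcsk2* (chromosome 2, 143546156 to 143816285) had 52.0 ± 10.6 normalised counts in control, 47.3 ± 10.7 in DEX, 77.1 ± 45.6 at 1 week and 62.1 ± 9.11 at 4 weeks (SD, n = 3 each). Against control, two-sided exact permutation tests gave p = 0.5, p = 0.5 and p = 0.3 for the 3 treated groups, and the adjusted p over the 4 groups was 0.878 (limma F test). The pool with the most *Pcsk2* was pool 2 at 1 week, at 129.7. *Pax7* did not exceed 0.336 normalised counts in any library (exact permutation p = 1 for each treated group), so a difference in *Pax7* was not detectable at this depth. The fluorescence of the sorted cells was not analysed here.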

Given that, in some pools of cells, > 30% of cells made up those in the eGFP ‘high’ peak, it is hard to reconcile that these cells were all made up from melanotrophs of the anterior pituitary. However, we cannot discount the fact that the population may have included some melanotrophs. Second, corticotroph cells can exist in two ‘states’. To date single cell RNA‐seq from pituitaries suggests a spectrum of gene expression (as assessed by levels of *Pomc* transcript) in cells identified as corticotrophs.^39^ Although these studies ‘snapshot’ mRNA levels, variable transcription rates across a population are reminiscent of those described from live cell imaging of pituitary lactotrophs.^40^ Thus, a heterogenous population of corticotroph cells may have been shifted ‘left’ to form a more homogenous population by treatment with DEX.

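*Fkbp5* (chromosome 17, 28399094 to 28517527), a target of the glucocorticoid receptor, had 91.2 ± 13.2 normalised counts in control and 376 ± 159 in DEX (SD, n = 3 each). It had 53.3 ± 29.3 at 1 week after withdrawal and 121 ± 18.0 at 4 weeks. The log2 fold changes were 1.97, −0.98 and 0.41 (standard error 0.420; adjusted p 0.0229, limma F test). The gene passed under all 14 alternatives and in 7 of the 12 fits that each left out 1 library. It was lost without control pool 2, DEX pools 1 or 3, or pools 2 or 3 of the 4 week group.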

Because previous *in vitro* studies had shown a persistent stimulation of *Fkbp5* mRNA expression following withdrawal of DEX,^16^ we aimed to determine whether the chronic DEX treatment in mice resulted in sustained transcriptional changes in the corticotrophs that might explain the delay in recovery of the HPA axis. 

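Among the genes past the F test, 0 had a log2 fold change under −1 in DEX and again at 1 or 4 weeks. Among genes with an unadjusted F test p under 0.05, 159 did. Leaving out DEX pool 2, or pool 1 or pool 2 of the 1 week group, gave 1 gene each. edgeR's quasi-likelihood test gave 1, which was *Igha*, and edgeR's likelihood ratio test moved the count most, to 113.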

Only one gene was supressed by DEX and exhibited ongoing suppression either 1 or 4 weeks following treatment withdrawal. 

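Among the genes past the F test, 3 had a log2 fold change over 1 both in DEX and at 1 week, *Plb1*, *Fancd2* and *Chrna3*. *Fancd2* was chosen after its values were seen. Its log2 fold changes were 3.65 in DEX and 1.03 at 1 week (standard error 0.601; adjusted p 0.0297, limma F test). *Chrna3* was at the floor in control, at least 2.93-fold higher in DEX and at least 2.64-fold higher at 1 week (adjusted p 0.0370, limma F test). It passed in 4 of the 12 fits that each left out 1 library and in 7 of 13 alternatives. The count was 5 with edgeR's quasi-likelihood test (*Plb1*, *Fancd2*, *Klk1b4*, *Adamts14* and *Krt19*), 0 with a pseudocount of 0.5 and 45 with array weights, which moved it most. *Adamts14* was likewise chosen after its values were seen. The count was 8 without control pool 1 or without pool 3 of the 1 week group, and 1 without DEX pools 1 or 3 or any pool of the 4 week group. Among genes with an unadjusted F test p under 0.05, 60 were higher both in DEX and at 1 week, and 100 both in DEX and at 4 weeks.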

Two of the 101 genes up‐regulated by DEX remained elevated 4 weeks after withdrawal of the DEX, with five genes showing ongoing up‐regulation 1 week after DEX withdrawal. We thus found little evidence to support persistent global dysregulation of gene expression because of DEX exposure.

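The fold changes of the 3 treated groups were compared over all 24736 genes. Because each is taken against the same 3 control pools, unchanged groups would also correlate. Across genes, which are not independent replicates, the correlation of DEX with 1 week was 0.280, where 20 simulations of unchanged groups gave a mean of 0.502. That of DEX with 4 weeks was 0.354 (0.500 simulated), and that of 1 week with 4 weeks was 0.512 (0.501 simulated). An unadjusted F test p under 0.05 was found for 2277 genes here and for a mean of 1283.35 genes in the simulations. Past 1 in the same direction in all 3 groups were 99 of the 2277 here and a mean of 134.7 of the simulated ones, and past 1 in DEX and in the opposite direction afterwards were 225 and 47.2. As the totals are unlike, these counts are no direct comparison. From the small number of genes that stayed changed after withdrawal, the paper reasons that DEX exposure left little evidence of a global and persistent dysregulation of gene expression in corticotrophs, and it names single genes at 1 week that may bear on corticotroph activity.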

We identified several genes with differential expression 1 week after withdrawal of DEX that may play a role in regulation of corticotroph activity. Two G‐protein‐coupled receptors with known significance in corticotroph biology were reduced by DEX exposure but showed significant increase during the recovery process. 

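*Sstr2* (chromosome 11, 113619342 to 113626028) had 2.26 ± 0.781 normalised counts in control, 0.534 ± 0.113 in DEX, 4.55 ± 2.61 at 1 week and 7.35 ± 4.76 at 4 weeks (SD, n = 3 each). All 3 DEX pools, from 0.449 to 0.663, lay below all control pools. The log2 fold changes were −1.86, 0.83 and 1.47 (standard error 0.609), and the adjusted p was 0.0722 (limma F test). Without pool 1 or pool 3 of the 1 week group it passed, as it did with array weights, robust moderation, both quasi-likelihood fits, edgeR's likelihood ratio test and DESeq2. At 4 weeks pool 3 held 12.3 normalised counts, and without it the log2 fold change was 0.99. Compared with DEX in the same model, *Sstr2* was higher by 2.69 at 1 week (adjusted p 0.0646, limma) and by 3.33 at 4 weeks (adjusted p 0.0208, limma) on the log2 scale.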

*Sstr2*, the somatostatin 2 receptor is a target of pasireotide, which is being trialled for use in treatment of Cushing's disease. The reduced expression of *Sstr2* as a result of GC exposure could have implications for the efficacy of this treatment, as well as the selection of patients most likely to benefit.^41^ *Aplr*, the apelin receptor is of interest because apelin is a stimulator of ACTH release and steroidogenesis,^42^, ^43^ and these data suggest a direct role within the pituitary. 

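*Aplnr* (chromosome 2, 85136225 to 85139923) had 2.13 ± 1.63 normalised counts in control (SD, n = 3), was at the floor in DEX, at least 7.69-fold lower, and had 7.66 ± 7.01 at 1 week and 12.2 ± 5.21 at 4 weeks. Its log2 fold changes at 1 and 4 weeks were 1.86 and 2.88 (standard error 0.812; adjusted p 0.00651, limma F test). It passed under all 14 alternatives and in 11 of the 12 fits that each left out 1 library, and was lost without DEX pool 3. *Aplnr* was among the 4 endothelial markers that Table 1 lists. In pool 3 at 1 week, where the other endothelial markers were also high, *Aplnr* reached 15.6 normalised counts.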

The transporter *Slc12a5*, (also known as KCC2) was also up‐regulated by DEX; the transporter is inhibited by loop diuretics, and in vitro has been shown to inhibit ACTH release.^44^ 

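*Slc12a5* (chromosome 2, 164960802 to 164999731) had 16.3 ± 4.17 normalised counts in control, 36.8 ± 12.9 in DEX, 8.40 ± 1.98 at 1 week and 7.94 ± 2.23 at 4 weeks (SD, n = 3 each). The log2 fold changes were 1.14, −0.95 and −1.04 (standard error 0.333; adjusted p 0.0193, limma F test). It passed under all 14 alternatives and in 9 of the 12 fits that each left out 1 library, and was lost without DEX pools 1 or 3 or without pool 2 of the 4 week group.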

Further transporter/ion channel proteins were identified with hitherto unknown function in corticotrophs. 

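*Klk1b21* (chromosome 7, 44102328 to 44106583) rose from 0.646 ± 0.352 normalised counts in control to 13.3 ± 5.09 in DEX (SD, n = 3 each), a log2 fold change of 4.20 (standard error 0.669; adjusted p 0.0104, limma F test). *Klk1b26* had a log2 fold change of 3.39 (adjusted p 0.0133). Both were lost without DEX pool 1 or DEX pool 3. *Klk1b16* had a log2 fold change of 2.77 (adjusted p 0.0237; past the threshold in 7 of the 12 fits that each left out 1 library), and *Klk1b4*, with no read in control, was at least 10.7-fold higher (adjusted p 0.0212; past it in 8 of the 12). *Klk1b5* did not pass (log2 fold change 3.74, adjusted p 0.0587), except with 8 of the 14 alternatives and without control pool 1 or pools 1 or 3 of the 1 week group. *Klk1b22*, outside Table 1, had no read in control and was at least 3.27-fold higher in DEX (adjusted p 0.0656). At 1 and 4 weeks after withdrawal, none of the 6 kallikreins of Table 1 had all 3 pools on one side of the control pools (0 of 6 each). As reads that match more than 1 near-identical copy could be lost to the mapping quality filter or miscounted, the level of each single gene is uncertain.

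**Figure D3:**
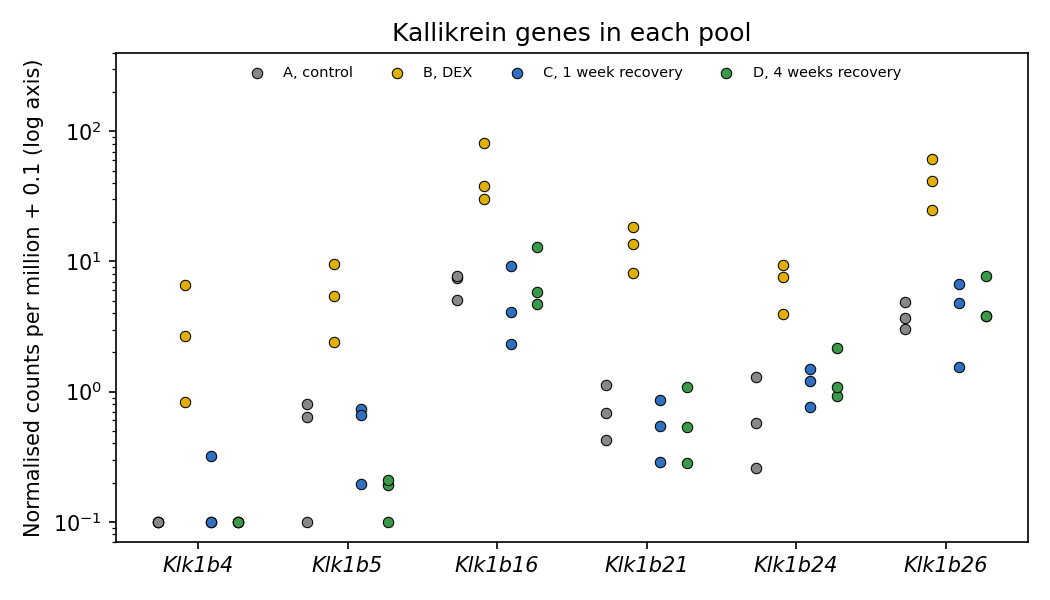
Normalised counts of the 6 kallikrein genes of Table 1 in each pool, by group. Each point is 1 pool, and the logarithmic axis shows the value plus 0.1. The DEX pools lie above the control pools for each of the 6 genes of Table 1.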

We also identified a collection of kallikrein genes up‐regulated by DEX. Previous experiments have shown small reductions in ACTH release in response to hypoglycaemia where rats were co‐treated with a kallikrein inhibitor^45^; thus, this is a potential mechanism further inhibiting ACTH release. A few genes associated with extra‐cellular matrix were identified: *Fbn1*, *Col3a1*, and *Mfap4*. 

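*Col3a1* (chromosome 1, 45311538 to 45349706) had 1.89 ± 0.654 normalised counts in control, 0.193 ± 0.266 in DEX, 3.27 ± 1.02 at 1 week and 9.69 ± 4.79 at 4 weeks (SD, n = 3 each), log2 fold changes of −3.12, 0.76 and 2.23 (standard error 0.657; adjusted p 0.00899, limma F test). It was lost without DEX pool 3. *Mfap4* (chromosome 11, 61485431 to 61488900) had log2 fold changes of −1.54, 0.16 and 1.57 (standard error 0.572; adjusted p 0.0982) and passed only with array weights, edgeR's likelihood ratio test and DESeq2. *Fbn1* stood at 0.893 ± 0.669 normalised counts in control, 14.8 ± 8.53 in DEX, 1.34 ± 0.967 at 1 week and 2.20 ± 0.677 at 4 weeks (SD, n = 3 each). The 11 pericyte and fibroblast markers outside Table 1 had a median log2 fold change of −1.07 in DEX, −0.83 with a gene at the floor set to its bound, and 9 of 11 were lower.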

Given persistent changes seen in some of these genes following DEX withdrawal, it is interesting to postulate that DEX has an persistent effect on the intercellular network of corticotrophs^46^; an alteration of pituitary networks that persists after challenge has been described for lactotrophs following first lactation.^47^

There are several limitations to the present study. The number of timepoints we have studied has been limited by feasibility, and thus we have only looked at a small number of ‘snap shots’ during the recovery process. The dynamics of recovery between these time points, and whether these exhibit inter‐individual differences, would be important foci for future work. Furthermore, because we required to pool pituitaries to obtain enough corticotrophs for deep RNA‐seq, our data lack resolution at the individual animal level. We chose this strategy to facilitate the analysis of genes with low expression (e.g., ion channels). Mice likely experienced stress at time of sacrifice and, although procedures were kept consistent for all experiments, perceived stress could account for some of the variation in hormone (especially ACTH) measurements.

To conclude, we established a model of chronic glucocorticoid treatment in mice and found that 4 weeks of DEX exposure had suppressed HPA activity, which persisted 1 week following treatment withdrawal. DEX treatment had a persistent effect on adrenal steroidogenesis and abundance of adrenal transcripts for steroidogenic enzymes that lasted at least 1 week. DEX suppressed corticotroph *Pomc* transcription, an effect that had recovered in some animals 1 week following withdrawal but persisted in others, mirroring the pattern seen in ACTH measurement. Earlier time points during recovery and an increase in the number of individuals would be useful for future experiments examining regulation of suppression, as well as recovery of hypothalamic and corticotroph activity following chronic GC exposure. A persistent but small change in the transcriptome of *Pomc‐*expressing isolated GFP positive cells was identified 4 weeks following DEX withdrawal. This was not associated with altered corticosterone or ACTH production, but might affect further pituitary response to other stimuli (e.g., repeat steroid prescription or stress) and could contribute to the longevity of HPA axis suppression seen in some humans following withdrawal of chronic GC treatment.

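Of the 63 genes that Table 1 lists as changed at 4 weeks, 54 had a log2 fold change past 1 in that direction. Outside Table 1, the 5 genes with the smallest adjusted p at 4 weeks whose 3 pools lay on one side of control were *Zim1*, *Galnt16*, *Dkk3*, *Gm15883* and *Aldoc*. Their adjusted p was 0.394 each in the limma contrast. *Zim1* (chromosome 7, 6671269 to 6696450) fell from 32.5 ± 11.7 normalised counts in control to 8.72 ± 5.57 at 4 weeks (SD, n = 3 each), where it fell by 2.00 on the log2 scale. *Zim1* did not pass the limma F test. It passed with 4 of the 14 alternatives and in 1 of the 12 fits that each left out 1 library. *Galnt16*, *Dkk3*, *Gm15883* and *Aldoc* rose by 1.46, 1.77, 1.49 and 1.10 on the log2 scale. The 17 endothelial markers outside Table 1 had a median log2 fold change of 1.88 at 4 weeks, and the 14 macrophage and dendritic cell markers one of 1.14.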

## AUTHOR CONTRIBUTIONS

**Peter Duncan:** Investigation; methodology; writing – review and editing. **Heather McClafferty:** Investigation; supervision. **Oscar Nolan:** Investigation. **Qianhui Ding:** Formal analysis; investigation. **Natalie Homer:** Investigation; methodology; writing – review and editing. **Paul Le Tissier:** Writing – original draft. **Brian Walker:** Conceptualization; writing – original draft. **Michael Shipston:** Conceptualization; writing – review and editing. **Nicola Romanò:** Conceptualization; investigation; methodology; writing – review and editing. **Thomas James Gray Chambers:** Conceptualization; formal analysis; funding acquisition; investigation; methodology; writing – original draft.

## CONFLICTS OF INTEREST

The authors declare that no conflicts of interest. TJGC has received a speaker honorarium from Astellas Pharma Inc.

### PEER REVIEW

The peer review history for this article is available at https://publons.com/publon/10.1111/jne.13165.

## Supporting information

**Figure S1.** Assessment of RT‐qPCR products. For this, 10 μL of RT‐qPCR product was run on a 3% agarose gel against a 1‐kB ladder. (A) Pituitary and hypothalamus. (B) Adrenal. All products were of the expected size in all tissues assessed and there was no evidence of primer dimerisation. Click here for additional data file.

**Figure S2.** (A) Bodyweight. DEX inhibited weight gain, but this returned to control levels 4 weeks after stopping treatment. The weight of each mouse in Experiment 2 is shown as representative. Mice were weighed twice a week. Mean and 95% confidence intervals are presented as lines (*n* = 16 cages of three mice). ###*p* < 0.0001 for interaction between weight and time assessed by linear mixed model with cage and individual as random factor to account for repeated measures. Coloured bars at the bottom indicate the time when mice were exposed to DEX. (B) Adrenal weight weights of adrenals from Experiment 3 were not significantly affected by treatment but were reduced and remained lower 4 weeks after stopping DEX. *n* = 6. (C) Dexamethasone levels. Plasma dexamethasone was measured at the end of the rest period (Experiment 2). DEX increased measured DEX, which were undetectable in control groups or following 1 week of withdrawal of DEX (*n* = 6). (D) Comparison of RNA‐seq and RT‐qPCR from whole pituitary. RT‐qPCR of whole pituitary and six key genes for corticotroph function is shown in the top panel. Pituitaries were collected in Experiment 1 (*n* = 5–6 from three cages). Data analysed by linear mixed model with group as dependent variable and cage as random factor. Tukey‐adjusted post‐hoc tests compared to control group are indicated above bars (small asterixis) where significant differences were identified. *** *p* < 0.001, ** *p* < 0.01, * *p* < 0.05. The bottom panel shows for comparison the relative cpm to group A (control) from the RNA‐seq (Experiment 3) (*n* = 3 pools of two or three pituitaries). *** *p* < 0.0001; FDR. Grey dots and boxes represent control mice (group A); yellow dots and boxes represent those who have had 4 weeks of DEX treatment (group B); blue dots and boxes represent those 1 week after withdrawal of DEX (group C); and green dots and boxes represent those 4 weeks after treatment withdrawal (group D). Data analysed by linear mixed model with group as dependent variable and cage as random factor. Click here for additional data file.

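In the RNA-seq of sorted cells, *Crhr1*, *Avpr1b*, *Nr3c1*, *Nr3c2* and *Kcnma1* did not pass the test for a difference among the 4 groups. The adjusted p was 0.955 for *Crhr1*, 0.413 for *Avpr1b*, 0.823 for *Nr3c1*, 0.960 for *Nr3c2* and 0.958 for *Kcnma1* (limma F test). In DEX against control their log2 fold changes were −0.61, 1.87, −0.26, −0.19 and 0.10, with standard errors of 0.736, 0.900, 0.267, 0.262 and 0.330. *Avpr1b* had 32.6 ± 24.7 normalised counts in control and 100.4 ± 31.2 in DEX (SD, n = 3 each), and all 3 DEX pools lay above control. It passed the F test with array weights, with edgeR's likelihood ratio test and without pool 3 of the 1 week group.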

**Figure S3.** (A) Fluorescence of isolated cells from each sort. FACS GFP distribution is shown for each sort of two or three anterior pituitaries following treatment (experiment 3). (B) Raw counts of Pax7 and Pcsk2, markers of melanotrophs for comparison with (A). Expression of melanotroph specific genes does not associate with sorts with larger secondary peaks of higher fluorescence. (C) Number of cells, percent of fluorescent cells, and number of reads obtained from each sample from dissociated anterior pituitaries obtained in experiment 3. There was no significant difference between groups (*n* = 3 pools of two or three pituitaries). Grey dots and boxes represent control mice (group A); yellow dots and boxes represent those who have had 4 weeks of DEX treatment (group B); blue dots and boxes represent those one week after withdrawal of DEX (group C); and green dots and boxes represent those 4 weeks after treatment withdrawal (group D). Click here for additional data file.

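Recovered to whole reads, *Pcsk2* had 594, 382 and 590 reads in control pools 1, 2 and 3, 462, 544 and 527 in the DEX pools, 530, 1018 and 460 in the 1 week pools and 565, 585 and 777 in the 4 week pools. *Pax7* had 0, 0 and 3 reads in the control pools, 0, 0 and 3 in the DEX pools, 1, 2 and 0 in the 1 week pools and 0, 0 and 1 in the 4 week pools, so that each group lay at or below the floor of 3 reads in every library.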

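The reads on genes that the deposited values rest on were, in pools 1, 2 and 3, 11.4, 7.72 and 10.0 M in control, 9.95, 10.5 and 8.32 M in DEX, 10.5, 11.2 and 9.06 M at 1 week and 10.6, 9.65 and 12.8 M at 4 weeks. Between 20952 and 24474 genes had at least 1 read in a library.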

**Figure S4.** Differential gene expression in FACS‐isolated corticotrophs following DEX treatment and withdrawal. Volcano plots showing differential gene expression from RNA‐seq of FACS‐isolated corticotrophs. (A) Control vs. 4 weeks DEX (group B) exposure. (B) Control vs. 1 week recovery (group C). (C) Control vs. 4 weeks recovery (group D). Yellow points indicate differentially expressed genes FDR <0.05. Genes are labelled where log FC is >|2|. Click here for additional data file.

**Table S1.** (A) Breakdown of hormone measurements for control mice in Experiment 1, which have been grouped together to form group A for ease of comparison with Experiment 2. There was no significant difference between the three time points in the control mice assessed by linear mixed model with treatment and time as dependent variables; Tukey's HSD post‐hoc test was > 0.5 assessing for a difference between each control time point. Data from Experiment 1. (B) Breakdown of hormone assays from Experiment 2 (waking). Mice underwent 30 min of restraint stress (group 1) or not (control group 0) prior to sacrifice which did not affect measured hormones. Significance was assessed by mixed model with cage as random factor and stress and group as exploratory variables. An interaction term was also included which was > 0.05 for each measured hormone. Data from Experiment 2.
**Table S2.** Primers used in qRT‐PCR assays
**Table S3.** Gene ontology analysis of GC induced genes (molecular function)
**Table S4.** Gene ontology analysis of GC suppressed genes (molecular function) Click here for additional data file.

## Data Availability

RNA‐seq data have been deposited in GEO (accession GSE165026). Data are available by request from the corresponding author. The data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Corticotroph isolation from Pomc‐eGFP mice reveals sustained transcriptional dysregulation characterising a mouse model of glucocorticoid‐induced suppression of the hypothalamus–pituitary–adrenal axis
**Source:** J Neuroendocrinol. 2022 Jul 14;34(7):e13165. doi: 10.1111/jne.13165
**Supplement:** Supplementary file 5 — Table S1. (A) Breakdown of hormone measurements for control mice in Experiment 1, which have been grouped together to form group A for ease of comparison with Experiment 2. There was no significant difference between the three time points in the control mice assessed by linear mixed model with treatment and time as dependent variables; Tukey's HSD post‐hoc test was > 0.5 assessing for a difference between each control time point. Data from Experiment 1. (B) Breakdown of hormone assays from Experiment 2 (waking). Mice underwent 30 min of restraint stress (group 1) or not (control group 0) prior to sacrifice which did not affect measured hormones. Significance was assessed by mixed model with cage as random factor and stress and group as exploratory variables. An interaction term was also included which was > 0.05 for each measured hormone. Data from Experiment 2. Table S2. Primers used in qRT‐PCR assays Table S3. Gene ontology analysis of GC induced genes (molecular function) Table S4. Gene ontology analysis of GC suppressed genes (molecular function)

**Supplemental table 1A**

| Time.Treatment | **0.CTL (N=6)** | **1.CTL (N=6)** | **4.CTL (N=6)** | **0.DEX (N=6)** | **1.DEX (N=6)** | **4.DEX (N=6)** | **P DEX** | **p time** | **P interaction** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 11- deoxycorticosterone (nM) |  |  |  |  |  |  | <0.01 | <0.01 | <0.01 |
| Mean (SD) | 1.06 (0.45) | 1.83 (1.16) | 1.23 (0.29) | **0.11** (0.03) | 1.34 (0.61) | 1.68 (0.99) |  |  |  |
| Corticosterone (nM) |  |  |  |  |  |  | <0.01 | <0.01 | <0.01 |
| Mean (SD) | 58.69 (52.78) | 103.19 (110.96) | 35.90 (27.62) | **2.86** (4.33) | 59.36 (31.49) | 95.59 (98.76) |  |  |  |

**Supplemental table 1B**

| Stress.Group | **0.A(N=6)** | **1.A(N=6)** | **0.B (N=6)** | **1.B (N=6)** | **0.C (N=6)** | **1.C (N=6)** | **0.D (N=6)** | **1.D(N=6)** | **P Group** | **P Stress** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 11-dehydrocorticosterone (nM) |  |  |  |  |  |  |  |  | <0.05 | 0.9 |
| Mean (SD) | 7.68 (2.92) | 8.14 (4.63) | 0.07 (0.04) | 0.75 (0.80) | 7.22 (2.60) | 4.79 (1.60) | 4.13 (1.70) | 11.71 (6.37) |  |  |
| Corticosterone (nM) |  |  |  |  |  |  |  |  | <0.01 | 0.3 |
| Mean (SD) | 567.58 (66.09) | 681.18 (151.55) | 1.60 (1.15) | 65.42 (63.58) | 387.82 (147.15) | 301.94 (72.52) | 493.44 (82.90) | 789.50 (229.82) |  |  |
| ACTH pg/mL |  |  |  |  |  |  |  |  | 0.85 | 0.93 |
| Mean (SD) | 109.66 (57.05) | 107.11 (107.86) | 35.35 (27.92) | 89.52 (129.49) | 102.36 (128.40) | 252.52 (146.64) | 84.62 (90.22) | 62.29 (103.16) |  |  |

**Supplemental Table 2** Primers used in qRT-PCR assays

| Quantitect assays |  |  |
| --- | --- | --- |
| Gene | Assay | Geneglobe ID |
| *Kdm2b* | Mm_Kdm2b_2_SG | QT01044365 |
| *Ppia* | Mm_Ppia_1_SG | QT00247709 |
| *Gapdh* | Mm_Gapdh_3_SG | QT01658692 |
| *Ipo8* | Mm_Ipo8_2_SG | QT01057518 |
| *Avp* | Mm_Avp_1_SG | QT00249389 |
| *Crh* | Mm_Crh_2_SG | QT01055789 |
| *Nr3c1* | Mm_Nr3c1_2_SG | QT01757735 |
| *Nr3c2* | Mm_Nr3c2_2_SG | QT01061333 |
| *Mc2r* | Mm_Mc2r_2_SG | QT01066338 |
| *Cyp11a1* | Mm_Cyp11a1_1_SG | QT00161091 |
| *Hsd3b2* | Mm_Hsd3b2_1_SG | QT01039108 |
| *Pomc* | Mm_Pomc_1_SG | QT00162218 |
| *Crhr1* | Mm_Crhr1_1_SG | QT00106232 |
| *Avpr1b* | Mm_Avpr1b_2_SG | QT01753941 |
| Synthesised primers |  |  |
| Gene | FWD | REV |
| *Star* | TGTCTCGCTCGGGGTCACACA | AGGCAGGGGCACCTCAAGCT |
| *Mrap* | CTGTCCCGCTCACCAGCTAT | GGTAGCCAGGCTCAACCACA |
| *Kcnma1* | GTCTCCAATGAAATGTACACAGAATATC | CTATCATCAGGAGCTTAAGCTTCACA |

**Supplemental Table 3**: Gene ontology analysis of GC induced genes (Molecular function)

| **Enrichment FDR** | **Genes in list** | **Total genes** | **Functional Category** | **Genes** |
| --- | --- | --- | --- | --- |
| **0.000** | 7 | 135 | Hydrolase activity, acting on carbon-nitrogen (but not peptide) bonds | *Mthfd2 Klk1b16 Klk1b26 Klk1b24 Klk1b5 Klk1b4 Klk1b21* |
| **0.000** | 6 | 83 | Hydrolase activity, acting on carbon-nitrogen (but not peptide) bonds, in linear amides | *Klk1b16 Klk1b26 Klk1b24 Klk1b5 Klk1b4 Klk1b21* |
| **0.001** | 7 | 198 | Serine-type endopeptidase activity | *Klk1b5 Prss57 Klk1b16 Klk1b26 Klk1b24 Klk1b4 Klk1b21* |
| **0.002** | 7 | 217 | Serine-type peptidase activity | *Klk1b5 Prss57 Klk1b16 Klk1b26 Klk1b24 Klk1b4 Klk1b21* |
| **0.002** | 7 | 222 | Serine hydrolase activity | *Klk1b5 Prss57 Klk1b16 Klk1b26 Klk1b24 Klk1b4 Klk1b21* |
| **0.003** | 3 | 23 | Structural constituent of muscle | *Myom1 Myh11 Krt19* |
| **0.004** | 9 | 469 | Endopeptidase activity | *Atg4a Klk1b5 Prss57 Klk1b16 Klk1b26 Adamts14 Klk1b24 Klk1b4 Klk1b21* |
| **0.004** | 11 | 683 | Peptidase activity | *Atg4a Klk1b26 Adamts14 Klk1b5 Klk1b21 Prss57 Usp54 Klk1b16 Klk1b24 Klk1b4 Adamtsl3* |
| **0.006** | 2 | 7 | Netrin receptor activity | *Unc5b Unc5a* |
| **0.009** | 8 | 427 | Metal ion transmembrane transporter activity | *Atp7b Slc12a5 Atp2a1 Kcnh4 Slc24a4 Slc5a3 Asic2 Tmem37* |
| **0.009** | 10 | 654 | Peptidase activity, acting on L-amino acid peptides | *Atg4a Klk1b5 Prss57 Usp54 Klk1b16 Klk1b26 Adamts14 Klk1b24 Klk1b4 Klk1b21* |
| **0.014** | 2 | 12 | Diacylglycerol kinase activity | *Dgki Dgkk* |
| **0.020** | 9 | 622 | Cation transmembrane transporter activity | *Atp7b Slc12a5 Atp2a1 Kcnh4 Slc24a4 Slc5a3 Slc44a4 Asic2 Tmem37* |
| **0.030** | 2 | 19 | NAD+ kinase activity | *Dgki Dgkk* |
| **0.038** | 8 | 574 | Inorganic cation transmembrane transporter activity | *Atp7b Slc12a5 Atp2a1 Kcnh4 Slc24a4 Slc5a3 Asic2 Tmem37* |
| **0.040** | 10 | 851 | Ion transmembrane transporter activity | *Atp7b Slc12a5 Atp2a1 Kcnh4 Slc7a5 Slc24a4 Slc5a3 Slc44a4 Asic2 Tmem37* |
| **0.045** | 6 | 362 | Monovalent inorganic cation transmembrane transporter activity | *Slc12a5 Atp2a1 Kcnh4 Slc24a4 Slc5a3 Asic2* |

**Supplemental Table** 4: Gene ontology analysis of GC suppressed genes (Molecular function)

| **Enrichment FDR** | **Genes in list** | **Total genes** | **Functional Category** | **Genes** |
| --- | --- | --- | --- | --- |
| **0.001** | 3 | 51 | Antigen binding | *H2-Q6 H2-Aa H2-Ab1* |
| **0.001** | 5 | 291 | Peptide binding | *Sstr2 H2-Q6 H2-Aa H2-Ab1 Cd74* |
| **0.001** | 3 | 33 | Peptide antigen binding | *H2-Q6 H2-Aa H2-Ab1* |
| **0.001** | 2 | 7 | CD4 receptor binding | *Il16 Cd74* |
| **0.001** | 5 | 358 | Amide binding | *Sstr2 H2-Q6 H2-Aa H2-Ab1 Cd74* |
| **0.001** | 2 | 12 | Platelet-derived growth factor binding | *Pdgfrb Col3a1* |
| **0.002** | 8 | 1443 | Protein dimerization activity | *Rrm2 Pecam1 Top2a Itgal Adgrl4 H2-Aa H2-Q6 H2-Ab1* |
| **0.005** | 8 | 1628 | Signaling receptor binding | *Pomc H2-Q6 Il16 Cd74 Pdgfrb Col3a1 Kdr Nmb* |
| **0.005** | 3 | 144 | Growth factor binding | *Pdgfrb Col3a1 Kdr* |
| **0.005** | 5 | 607 | Protein heterodimerization activity | *Top2a Itgal H2-Aa H2-Q6 H2-Ab1* |
| **0.005** | 2 | 34 | Neuropeptide receptor binding | *Pomc Nmb* |
| **0.013** | 3 | 223 | Cell adhesion molecule binding | *Col3a1 Itgal Kdr* |
| **0.014** | 2 | 68 | Transmembrane receptor protein tyrosine kinase activity | *Pdgfrb Kdr* |
| **0.014** | 6 | 1207 | Protein-containing complex binding | *Nckap1l Cd74 Col3a1 Itgal Kdr H2-Q6* |
| **0.020** | 2 | 85 | Transmembrane receptor protein kinase activity | *Pdgfrb Kdr* |
| **0.023** | 8 | 2327 | Enzyme binding | *Nckap1l Ccnb2 Top2a Pdgfrb Col3a1 Cd74 H2-Ab1 Pecam1* |
| **0.026** | 4 | 633 | Protein kinase activity | *Ccnb2 Pbk Pdgfrb Kdr* |
| **0.029** | 8 | 2473 | Signaling receptor activity | *Adgrl4 Aplnr Sstr2 Cd74 Pdgfrb Itgal Rtn4rl1 Kdr* |
| **0.030** | 2 | 118 | Integrin binding | *Col3a1 Kdr* |
| **0.030** | 8 | 2521 | Molecular transducer activity | *Adgrl4 Aplnr Sstr2 Cd74 Pdgfrb Itgal Rtn4rl1 Kdr* |
| **0.031** | 2 | 128 | Extracellular matrix structural constituent | *Col3a1 Mfap4* |
| **0.032** | 2 | 136 | Protein tyrosine kinase activity | *Pdgfrb Kdr* |
| **0.032** | 4 | 735 | Phosphotransferase activity, alcohol group as acceptor | *Ccnb2 Pbk Pdgfrb Kdr* |
| **0.032** | 2 | 140 | G protein-coupled peptide receptor activity | *Aplnr Sstr2* |
| **0.035** | 2 | 149 | Peptide receptor activity | *Aplnr Sstr2* |
| **0.039** | 2 | 162 | Protein kinase regulator activity | *Ccnb2 Nckap1l* |
| **0.043** | 4 | 840 | Kinase activity | *Ccnb2 Pbk Pdgfrb Kdr* |
| **0.044** | 7 | 2304 | Transmembrane signaling receptor activity | *Adgrl4 Aplnr Sstr2 Cd74 Pdgfrb Itgal Kdr* |
| **0.050** | 2 | 194 | Kinase regulator activity | *Ccnb2 Nckap1l* |

How the deposited data were processed for this re-analysis (not part of the article)

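The study sorted *Pomc*-eGFP positive cells of the mouse anterior pituitary and sequenced their RNA in 4 groups of 3 libraries: control, DEX for 4 weeks, and 1 and 4 weeks after DEX withdrawal. Every library came from a pool of mice, and its group and pool number were taken from the sample labels and the methods of the paper. The replicates in the statistics are pools, not mice. All 12 libraries could be assigned to a group. The other experiments of the paper, among them hormone levels, whole pituitary PCR and the fluorescence profiles of the sorted cells, were not analysed here.

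What the authors did before depositing the values was as follows. Reads were trimmed with trimgalore v0.6.5 and aligned to GRCm38 (Ensembl release 98) with STAR v2.7.1a. Read pairs with a mapping quality of at least 20 were counted on genes with featureCounts v2.0.0 in strand-specific mode. The counts were then analysed with edgeR on genes above 0.1 CPM. The deposited values are a normalised signal per gene in each library, the CPM of the effective library size, so the authors had already applied TMM scaling to them. The design had taken them for plain CPM. The column sums, from 823964.5 to 1423897.2, showed that they were not, and the same limma test was kept because they are still a normalised quantity. The design named edgeR's quasi-likelihood test as the main test in case the file held counts. As whole reads could be recovered, that test was also open as the main one, and it was run as an alternative. It gave 158 genes in place of 78, and 146 of the 151 genes of Table 1, so differences from the paper depend on this choice. Recovered to reads, 100% of the 271881 values above 0 were whole, with a largest distance of 6.29e-09 from a whole number. The largest difference between the recovered scaling factors and edgeR's TMM factors was 6.66e-16. All columns of the table belong to listed samples.

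The number of reads on genes had a median of 10227503.5 over the 12 libraries, and 32600 of the 55304 genes had a value above 0 in any library. Because 1 read was worth 0.0787 to 0.127, the filter at 0.1 lies near a single read, and many low genes rest on a few reads per library. Amplification from RNA below the detection limit adds noise that counting error does not cover. No pair of libraries held identical values. Pairs of the same group differed by a chi-square of 17.5 to 163 per gene, so none was treated as a copy of another. That each library is a separate pool rests on the labels and the paper, and this comparison does not test it.

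What was computed here used R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0. Before the data were examined, the main test, the alternatives, the gene lists and the rule for named genes were fixed. The main test took log2(value + 0.1) of 24736 genes above 0.1 in at least 3 libraries into limma (lmFit and eBayes with trend), with all 12 libraries in 1 model and no covariate, and an F test over the 3 contrasts against control. An adjusted p under 0.05 was called. Genes were sorted into classes by log2 fold changes past 1, as in Table 1, or past 2 for the counts of genes changed by DEX. Single genes were compared between groups with two-sided exact permutation tests, which cannot go below 0.1 with 3 pools against 3. On simulated counts with 200 changed genes among 23620 tested genes, limma recovered 193 with 10 false calls, edgeR's quasi-likelihood test recovered 192 with 4 false calls and edgeR's likelihood ratio test recovered 192 with 10. The simulation gave all genes the same dispersion, changed only genes above a set mean level and had no outlying pools. It therefore does not show how the tests compare on the real libraries, where their counts differ widely.

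The genes named in the text are those the paper names for the RNA-seq, in its text and in Figure 4D, the corticotroph genes of Table S2, *Pax7* and *Pcsk2*, the genes of the marker lists, and for each contrast the 5 genes outside Table 1 with the smallest adjusted p whose 3 pools all lie on one side of control. The other genes of Table 1 are given as counts and ranges. The 16 lists of marker genes cover endothelial cells, pericytes and fibroblasts, macrophages and dendritic cells, B and plasma cells, erythroid cells, stem and folliculostellate cells, somatotrophs, lactotrophs, gonadotrophs, thyrotrophs, melanotrophs, corticotrophs, proliferation, dissociation stress, glucocorticoid targets and sex. Genes of Table 1 were removed from each list, and the lists were tested with limma's camera at a preset correlation of 0.01 over 48 list and contrast pairs.

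The alternatives were pseudocounts of 0.5 and 1, no filter on low values, a filter at 1, scaling by median ratios, quantile normalisation, array weights, robust moderation, only the 2 groups compared in a model, the replicate number as a block, each library left out in turn, edgeR's quasi-likelihood and likelihood ratio tests and DESeq2 on the recovered reads, a log2 fold change of 0.5 for the classes, principal components scaled to unit variance or of the 500 most variable genes, and for the lists an estimated correlation, fry and Table 1 genes kept. After seeing the data, 3 more were chosen: genes above 0.1 in more than 3 libraries with limma, the same genes with edgeR's quasi-likelihood test, and another reading of the columns of Table 1. Gene ontology and binding site enrichments of the paper were not repeated. Coordinates and strand come from GENCODE release M21 on GRCm38. The annotation the authors used was not used here.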

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

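In this part, the limma F test, the camera tests, their alternatives and the fits that each left out 1 library, the 3 correlation tests on marker lists and the count of other splits for all genes that differed were set before their results were seen, and all other tests were chosen only after the result was seen.

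Of the 78 genes that differed among the 4 groups, 9 lie outside Table 1, in genes the paper does not discuss. *Psg21*, *Apol7b* and *Psg22* had no read outside DEX and were at least 6.60-fold, 3.99-fold and 3.71-fold higher in DEX (adjusted p 0.00332, 0.0104 and 0.0306, limma F test). *Psg21* also passed with edgeR's quasi-likelihood test (adjusted p 0.0220) and was lost without DEX pool 3. The other 8 of the 9 did not pass that test, with adjusted p from 0.0502 to 0.104, so these calls depend on the model. *Chrna3* was at the floor in control and higher in DEX and at 1 week (adjusted p 0.0370). *Egr4* fell from 225 ± 54.4 normalised counts in control to 43.6 ± 41.4 at 1 week (SD, n = 3 each), a log2 fold change of −2.75 (adjusted p 0.0306; lower in 3 of 3 pools), and passed in 4 of the 12 fits that each left out 1 library, those without control pool 1 or a 1 week pool. *Esm1* fell from 37.4 ± 13.6 in control to 3.42 ± 1.47 in DEX (log2 fold change −3.45, adjusted p 0.0454; lower in 3 of 3 pools) and passed in 3 of the 12, those without a 1 week pool. *Emcn*, an endothelial marker, had 2.12 ± 1.57 in control and 0.137 ± 0.170 in DEX (adjusted p 0.0422). *Igfbpl1* and *Apol7e*, chosen after their values were seen, had an adjusted p of 0.0494 each, and both were at the floor in control. *Igfbpl1* was at least 4.34-fold higher at 1 week and *Apol7e* at least 3.08-fold higher in DEX.

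The tables argue against unlike depth and against the way the libraries happened to be grouped as the whole cause of the 78. Of 100 splits of the 12 libraries into 4 groups of 3, 1 gave as many genes, the real split itself. With every library thinned to 7719894 reads, 57 genes passed among 25343 tested, and all 57 were among the 78, which is 73.1% of them. A first criterion for this test, that more than 75% be kept, was not met. It was replaced, after that value was seen, by a comparison with 99 other splits of the thinned libraries, whose median was 0 and whose highest count was 32. *Psg21* and *Psg22*, and *Apol7b* and *Apol7e*, come from families of similar genes. Reads that match more than 1 of them could be lost to the mapping quality filter or counted on the wrong gene, which was not tested. DEX, the condition the design names, stays an untested biological explanation.

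The 17 endothelial markers outside Table 1 had a median log2 fold change of −1.71 in DEX, or −1.65 with genes at the floor set to their bounds, and 17 of 17 were lower (camera, adjusted p 2.14e-07), a signal in genes the paper does not discuss. Of the 21 markers listed, Table 1 holds 4. The median ranged from −2.29 without control pool 1 to −1.21 without control pool 3, and the call held in all 12 such fits. The most abundant of these markers, *Plvap* and *Esam*, had means of 22.9 and 7.43 normalised counts in control, 2.88 and 4.48 in DEX, 38.4 and 11.7 at 1 week, and 72.4 and 11.6 at 4 weeks. At 1 week the median was 0.89 (adjusted p 0.00260; 16 of 17 higher). It fell to 0.18 without control pool 1 and to −0.22 without pool 3 of the 1 week group, and neither was called. It rose to 1.67 without control pool 3 and to 1.49 without pool 1 of the 1 week group. At 4 weeks it was 1.88 (adjusted p 2.95e-06; 16 of 17 higher), and 0.91 without control pool 1. Pericyte and fibroblast markers, of which Table 1 holds 2 of 13, moved the same way, with medians of −1.07, 0.30 and 0.92 (adjusted p 0.0449, 0.743 and 0.00435; 9 of 11 lower in DEX and 9 of 11 higher at 4 weeks). Their DEX call was lost in 7 of the 12 fits that each left out 1 library, with a median of −0.45 without control pool 3. Their most abundant gene, *Col1a2*, had means of 116, 100.0, 155 and 190.5 in the 4 groups.

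A different share of endothelial cells in the sorted pools is a candidate explanation that the tables leave standing. Over the 12 pools, with group means removed, the 4 endothelial genes of Table 1 followed the 17 other markers (Pearson r 0.949, Spearman rho 0.951, permutation p of 1e-05 each, the smallest that 100000 permutations can give, adjusted over 3 lists to 1.5e-05 and 3e-05). Without control pool 1 and pool 3 of the 1 week group, the 2 pools farthest out, r was 0.911. None of 1000 random lists of genes at the same mean levels gave as high a correlation (0, median r 0.278). The statistic reported was changed from the count of such lists to r after both were seen. The permutations moved pools across groups although group means had been removed. These p-values, and those of the other lists tested this way, are therefore approximate. With group means removed, r covers differences between pools of a group, not the change under DEX. Part of that endothelial change may come from the composition of the pools, but r does not test this and no share was measured. A dose of DEX that differed between mice, which the paper names among the possible reasons for variability within a group, was not tested and stays open. Expression of these genes in the sorted cells themselves, and fewer such cells in the gland under DEX, stay open and untested.

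The 14 macrophage and dendritic cell markers outside Table 1, which holds 7 of the 21 listed, had medians of −0.49 in DEX, 0.86 at 1 week and 1.14 at 4 weeks (camera, adjusted p 0.0470, 2.14e-07 and 2.14e-07; 11 of 14 lower, then 13 and 13 of 14 higher). The DEX call was lost in 7 of the 12 fits that each left out 1 library, with medians from −0.66 without control pool 1 to −0.41 without DEX pool 1 among those. The 7 genes of Table 1 followed the other markers over the 12 pools with group means removed (Pearson r 0.815, Spearman rho 0.769, permutation p 0.00125 and 0.00508, the same after adjustment over 3 lists; r 0.724 without control pool 3 and pool 1 of the 4 week group; 0 of 1000 random lists as high, median r −0.163). A different share of such cells is thus a candidate explanation for the differences between pools of a group. It is also a candidate for the rise at 4 weeks, which r does not test, as group means were removed. For the fall in DEX, the tables argue against a lower share of macrophages as the whole cause. There the 7 genes of Table 1 had a median log2 fold change of −2.19 and the 14 others one of −0.49, and the gap between the 2 scores moved by −1.75 from control, with an SD over pools of 0.345 in control and 0.366 in DEX. The most abundant of the others, *Lyz2* and *Csf1r*, had means of 9.87 and 9.61 in control and 12.3 and 11.0 in DEX. The 7 genes were picked by the study for their change, which widens the gap. A lower share of dendritic cells, whose markers the list does not separate from those of macrophages, stays open, as does an effect of DEX on these genes.

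The 15 proliferation markers outside Table 1 had a median log2 fold change of 1.82 at 1 week after withdrawal, and 15 of 15 were higher (camera, adjusted p 4.38e-17), a signal in genes the paper does not discuss. Of the 22 genes listed, Table 1 holds 7. The call held in all 12 fits that each left out 1 library, from 1.40 without pool 1 of the 1 week group to 2.16 without pool 3. In DEX the median was −0.51 (adjusted p 0.193) and at 4 weeks 0.49 (adjusted p 0.0333; 13 of 15 higher), which was lost in 4 of the 12 such fits, with 0.23 without pool 3 and 0.28 without pool 2 of the 4 week group and 0.32 without control pool 1. *Ccna2* and *Prc1*, the most abundant, had means of 9.66 and 2.40 in control, 10.1 and 1.83 in DEX, 18.0 and 9.20 at 1 week and 9.50 and 3.38 at 4 weeks. A broad rise of cell cycle transcripts is consistent with the correlation of the 7 Table 1 genes with the other markers over the 12 pools, group means removed (Pearson r 0.933, Spearman rho 0.874, permutation p 1e-05, the smallest they can give, and 4.40e-04, adjusted 1.5e-05 and 6.60e-04; r 0.929 without control pool 3 and pool 1 of the 1 week group; 0 of 1000 random lists as high, median r −0.0660). With group means removed, this correlation covers differences between pools of a group and does not test the rise at 1 week. Which cells divide was not tested, and dividing cells other than corticotrophs stay open.

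The 11 glucocorticoid target genes outside Table 1, which holds 2 of the 13 listed, had a median log2 fold change of −0.91 at 1 week after withdrawal, and 10 of 11 were lower (camera, adjusted p 1.43e-06), a signal in genes the paper does not discuss. It ranged from −1.07 without pool 1 to −0.66 without pool 2 of the 1 week group, called in all 12 such fits. At 4 weeks the median was −0.72 (adjusted p 0.00435; 9 of 11 lower), and in DEX it was 0.16 (adjusted p 0.814). *Mt1* had means of 4334 in control, 3265 in DEX, 2044 at 1 week and 1911 at 4 weeks, and *Dusp1* 928, 778, 657 and 1160.2. No technical explanation was tested for this list. The corticosterone level of the mice, which the design changes through DEX, is an untested biological explanation. The paper measured it in other mice. There, 1 week after withdrawal, it was still reduced at waking but back to normal in the rest period, when the mice sorted here were killed. By 4 weeks the paper found it at the level of controls, while this list was still lower here.

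Of the 48 pairs of list and contrast, 16 were called, and 10 of 100 splits of the 12 libraries gave at least as many, so the number of called lists is not beyond what other groupings of these libraries give. With fry, 2 of the 16 were called, proliferation at 1 week (adjusted p 0.0443) and thyrotrophs at 4 weeks (adjusted p 0.0189), and with a correlation estimated from the data 0 were. The adjusted p of the endothelial list in DEX was 0.268 with fry and 0.400 with the estimated correlation, and those of the glucocorticoid targets at 1 week were 0.0939 and 0.157.

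Compared with DEX in the same limma model, 107 genes differed at 1 week and 216 at 4 weeks after withdrawal (2665 and 2459 with an unadjusted p under 0.05), a difference between groups that the paper does not report. Between 4 weeks and 1 week 0 genes differed (1352 unadjusted). The real grouping was the only 1 of 10 splits of the 6 libraries of each pair to give as many as 107 or 216, and 10 splits cannot give a share under 0.05. For 4 weeks against 1 week, all 10 of 10 gave as many. The 107 fell to 16 without DEX pool 3 and 29 without DEX pool 1, and rose to 200 without pool 1 of the 1 week group. The 216 fell to 20, 143 and 32 without DEX pools 1, 2 and 3 and to 50, 18 and 40 without pools 1, 2 and 3 of the 4 week group, and rose to 393 without pool 3 of the 1 week group. An effect of the withdrawal of DEX and the share of other cells in the pools both stay open for these genes. The share was not tested for them.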

How the results depend on the processing

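The alternatives in this part were set before their results were seen, except those on genes above 0.1 in more than 3 libraries and the other reading of the columns of Table 1. The contrasts between treated groups and the counts of genes past 1 in DEX, other than those changed alike in all groups or reversed later, were chosen only after results were seen. The cause was not tested for any change below, except where fewer libraries or another threshold show it.

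The values in the text were: 78 genes differing among the 4 groups, 30 in the DEX contrast, 0 in the 1 week contrast, 0 in the 4 week contrast, 107 between 1 week and DEX, 216 between 4 weeks and DEX, 0 between 4 weeks and 1 week, 38 up by DEX past 2, 10 down by DEX past 2, 69 of the Table 1 genes, 128 matching the cells of Table 1, 0 changed alike in all groups, 28 changed by DEX and reversed later, 55 up by DEX past 1, 36 up by DEX and unchanged later, 3 up in DEX and at 1 week, 14 down by DEX and up later, 14 up by DEX and down later, 5 down by DEX and up at both, 5 up by DEX and down at both and 0 down in DEX and again later. Changes past 2, and in the classes past 1, are on the log2 scale. Counts within 1.5 times these values are not repeated below. All counts stayed within this range with no filter on low values, a filter at 1, scaling by median ratios, quantile normalisation, and limma on genes above 0.1 in more than 3 libraries.

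With a pseudocount of 0.5 the counts were 49 in the DEX contrast, 2 in the 1 week contrast, 5 down by DEX past 2, 56 up by DEX and unchanged later, 0 up in DEX and at 1 week and 2 up by DEX and down at both. With a pseudocount of 1 they were 54 in the DEX contrast, 3 in the 1 week contrast, 4 down by DEX past 2, 12 changed by DEX and reversed later, 62 up by DEX and unchanged later, 0 up in DEX and at 1 week, 7 down by DEX and up later, 5 up by DEX and down later, 2 down by DEX and up at both and 0 up by DEX and down at both.

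Array weights, which ran from 0.341 (pool 2 at 1 week) to 2.44 (pool 1 at 1 week), gave 1069 genes differing among the 4 groups, 166 in the DEX contrast, 4 in the 1 week contrast, 186 in the 4 week contrast, 566 between 1 week and DEX, 1300 between 4 weeks and DEX, 8 between 4 weeks and 1 week, 129 up by DEX past 2, 79 down by DEX past 2, 149 of the Table 1 genes, 46 changed alike in all groups, 164 changed by DEX and reversed later, 284 up by DEX past 1, 140 up by DEX and unchanged later, 45 up in DEX and at 1 week, 104 down by DEX and up later, 60 up by DEX and down later, 25 down by DEX and up at both, 12 up by DEX and down at both and 48 down in DEX and again later. Robust moderation gave 1 in the 1 week contrast, 1 changed alike in all groups and 9 down by DEX and up at both. With only the 2 groups compared in the model, the counts were 1 in the DEX contrast, 0 between 1 week and DEX and 21 between 4 weeks and DEX, where fewer libraries estimate the variance. With a log2 fold change of 0.5 as threshold, the counts were 4 changed alike in all groups, 48 changed by DEX and reversed later and 72 matching the cells of Table 1, which follows from the threshold.

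With the replicate number as a block, the count was 1 up in DEX and at 1 week, and 85 genes differed among the 4 groups, of which 62 were among the 78. Nothing in the labels pairs the libraries of a number across groups, and the 18 pairs with the same number had correlations of their deviations from −0.294 to 0.397 with a mean of 0.0461, 7 of them over 0.1, so the replicate block was kept as an alternative.

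Count models on the recovered reads gave more genes. edgeR's quasi-likelihood test gave 158 genes differing among the 4 groups, 1 in the 1 week contrast, 68 up by DEX past 2, 146 of the Table 1 genes, 2 changed alike in all groups, 51 changed by DEX and reversed later, 109 up by DEX past 1, 73 up by DEX and unchanged later, 5 up in DEX and at 1 week, 26 down by DEX and up later, 25 up by DEX and down later, 15 down by DEX and up at both and 1 down in DEX and again later. On genes above 0.1 in more than 3 libraries it gave 148 genes differing among the 4 groups, 1 in the 1 week contrast, 66 up by DEX past 2, 143 of the Table 1 genes, 2 changed alike in all groups, 49 changed by DEX and reversed later, 104 up by DEX past 1, 70 up by DEX and unchanged later, 5 up in DEX and at 1 week, 25 down by DEX and up later, 24 up by DEX and down later, 14 down by DEX and up at both and 1 down in DEX and again later. edgeR's likelihood ratio test gave 1033 genes differing among the 4 groups, 274 in the DEX contrast, 50 in the 1 week contrast, 91 in the 4 week contrast, 705 between 1 week and DEX, 654 between 4 weeks and DEX, 161 between 4 weeks and 1 week, 138 up by DEX past 2, 144 down by DEX past 2, 151 of the Table 1 genes, 38 changed alike in all groups, 237 changed by DEX and reversed later, 327 up by DEX past 1, 188 up by DEX and unchanged later, 29 up in DEX and at 1 week, 156 down by DEX and up later, 81 up by DEX and down later, 61 down by DEX and up at both, 23 up by DEX and down at both and 113 down in DEX and again later. DESeq2 gave 734 genes differing among the 4 groups, 190 in the DEX contrast, 8 in the 1 week contrast, 60 in the 4 week contrast, 573 between 1 week and DEX, 655 between 4 weeks and DEX, 15 between 4 weeks and 1 week, 100 up by DEX past 2, 64 down by DEX past 2, 148 of the Table 1 genes, 18 changed alike in all groups, 153 changed by DEX and reversed later, 258 up by DEX past 1, 163 up by DEX and unchanged later, 17 up in DEX and at 1 week, 94 down by DEX and up later, 59 up by DEX and down later, 46 down by DEX and up at both, 15 up by DEX and down at both and 15 down in DEX and again later.

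With each library left out in turn, named in brackets where its loss, or that of 1 other library, moved the value by more than 1.5 times, the values ran from 7 (DEX pool 3) to 185 (1-week pool 3) genes differing among the 4 groups; 2 (control pool 2 and DEX pool 3) to 73 (1-week pool 3) in the DEX contrast; 0 to 2 (1-week pool 3) in the 1 week contrast; 0 to 1 (control pool 3) in the 4 week contrast; 16 (DEX pool 3) to 200 (1-week pool 1) between 1 week and DEX; 18 (4-week pool 2) to 393 (1-week pool 3) between 4 weeks and DEX; 0 to 1 (1-week pool 1) between 4 weeks and 1 week; 2 (DEX pool 3) to 63 (1-week pool 3) up by DEX past 2; 2 (DEX pool 3) to 16 (1-week pool 3) down by DEX past 2; 7 (DEX pool 3) to 117 (1-week pool 3) of the Table 1 genes; 0 to 4 (control pool 1) changed alike in all groups; 3 (DEX pool 3) to 59 (1-week pool 3) changed by DEX and reversed later; 3 (DEX pool 3) to 106 (1-week pool 3) up by DEX past 1; 2 (DEX pool 3) to 67 (1-week pool 3) up by DEX and unchanged later; 1 to 8 (control pool 1 and 1-week pool 3) up in DEX and at 1 week; 3 (DEX pool 3) to 31 (1-week pool 3) down by DEX and up later; 0 (DEX pool 1 and DEX pool 3) to 28 (1-week pool 1 and 1-week pool 3) up by DEX and down later; 1 (DEX pool 3) to 11 (1-week pool 1) down by DEX and up at both; 0 (DEX pool 1 and DEX pool 3) to 10 (1-week pool 1) up by DEX and down at both; 0 to 1 down in DEX and again later; 19.8 to 24.7% of the variance on PC1; 14.6 to 18.0% on PC2; 2.12 to 3.56 for the spread of the 1 week pools over that of the other groups.

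For *Pomc*, the log2 fold change of −3.41 in DEX did not pass in limma, and it passed with a filter at 1 (−3.41), array weights (it fell by 3.00), robust moderation (−3.41), both quasi-likelihood fits (−3.42 each), edgeR's likelihood ratio test (−3.42) and DESeq2 (−3.44). Its size stayed near the reported value while its side of the threshold changed.

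PC1 held 22.7% and PC2 16.1% of the variance. PC1 held 26.9% and 28.5% with pseudocounts of 0.5 and 1, 27.0% with a filter at 1, 20.9% after quantile normalisation and 35.3% with the 500 most variable genes, and PC2 held 18.7%, 19.9%, 20.8% with the filter, 18.0% scaled to unit variance and 24.1% with the 500 genes. The spread of the 1 week pools, 2.57 times that of the other groups, was 2.41 times with the 500 genes and no longer past its unadjusted exact test. Of 48 tests on marker lists 16 were called, 0 with an estimated correlation and 2 with fry.

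Direction reversed in 2 results. The fold change of *Igha* at 1 week was −0.50 without pool 1 of that group (up to 3.86 without pool 3), and the median of the endothelial list at 1 week was −0.22 without pool 3 (up to 1.67 without control pool 3). For single genes, 578 of 707 comparisons with an alternative kept direction and side of the threshold, 40 lost the call and 89 gained it; with 1 library left out, 467 of 612 kept both, 128 lost it, 16 gained it and 1 reversed. For called marker lists, 148 of 192 comparisons with an alternative kept both and 44 lost the call; with 1 library left out, 154 of 192 kept it, 37 lost it and 1 reversed. The filter at 1 could not be run for named genes below it, nor count models for the lists and principal components.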

Differences from the paper's values

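No alternative was chosen for coming closer to the paper. The quasi-likelihood fit on genes above 0.1 in more than 3 libraries, named below as the narrower quasi-likelihood fit, was chosen after seeing the values, while the other alternatives named here were set before the data were examined. Where limma itself differed from the paper and an alternative is not named for a count, it left the gap open.

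The paper states 151 differentially expressed genes, and the limma F test gave 78. Robust moderation gave 107, edgeR's quasi-likelihood test 158, the fits without pool 1, 2 or 3 of the 1 week group 127, 109 and 185, and the narrower quasi-likelihood fit, chosen after seeing the values, 148. For genes up in DEX past 2 on the log2 scale, the paper gives 63 and limma gave 38. A pseudocount of 0.5 gave 48, quantile normalisation 42, robust moderation 48, the quasi-likelihood test 68, the fits without control pool 1 or pools 1, 2 or 3 of the 1 week group 42, 43, 46 and 63, and the narrower quasi-likelihood fit, chosen after seeing the values, 66.

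For genes up in DEX and back at baseline later, the 73 of the paper's text stands against 36 here. The matching cell of Table 1 lists 70 genes, among them *Ttyh1* and *Ccnb1*, which were not higher in DEX here. Pseudocounts of 0.5 and 1 gave 56 and 62, the fit without pool 3 of the 1 week group 67, the quasi-likelihood test 73, and the narrower quasi-likelihood fit, chosen after seeing the values, 70. For genes up in DEX and suppressed later, the paper's 6 is the cell of Table 1 that is down at both 1 and 4 weeks, and it stands against 5 here, or 14 with a fall at 1 or 4 weeks. At both times the quasi-likelihood test, the replicate number as a block, the fits without control pools 2 or 3, and the narrower quasi-likelihood fit, chosen after seeing the values, gave 6. At 1 or 4 weeks a pseudocount of 1 gave 5 and the fits without pools 1 or 2 of the 4 week group 8 and 7. For genes down in DEX and raised at both times, the 14 of Table 1 stands against 5 here, or 14 with a rise at 1 or 4 weeks. The fit without pool 1 of the 1 week group gave 11 at both times, the quasi-likelihood test 15, and the narrower quasi-likelihood fit, chosen after seeing the values, 14. For genes up in DEX, the paper's 101 stands against 55 here past 1 on the log2 scale. Pseudocounts of 0.5 and 1 gave 68 each, robust moderation 71, the fits without pools 1, 2 or 3 of the 1 week group 73, 72 and 106, the quasi-likelihood test 109, and the narrower quasi-likelihood fit, chosen after seeing the values, 104.

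For genes up both in DEX and at 1 week, the paper gives 8 in its results and 5 in its discussion, and limma gave 3. The fits without control pool 1 or pool 3 of the 1 week group gave 8. Robust moderation gave 4, the fit without pool 2 of the 1 week group 5, the quasi-likelihood test 5, and the narrower quasi-likelihood fit, chosen after seeing the values, 5. For genes changed in the same direction at all 3 time points, the paper's 2 stands against 0 here (99 with an unadjusted F test p under 0.05). The quasi-likelihood test gave 2, as did the narrower quasi-likelihood fit, chosen after seeing the values. For genes suppressed in DEX and again later, the paper's 1 stands against 0 here (159 unadjusted). The fits without DEX pool 2 or pools 1 or 2 of the 1 week group gave 1, as did the quasi-likelihood test and the narrower quasi-likelihood fit, chosen after seeing the values.

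The paper states 17.5 to 27.1 M reads per sample, and the recovered reads on genes were 7.72 to 12.8 M. These are different quantities, reads sequenced and reads counted on genes, and none of the alternatives set before the data were examined changes the reads.

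The paper reports *Igha* as suppressed by DEX and still suppressed at 1 week, while Table 1 places it among genes up at 1 week, as the values here do (log2 fold change 2.39 with pool 1 and −0.50 without it). Of the genes that the paper's results name as still raised at 1 week, *Plb1* was higher there, *Krt19* was not called by limma, and *Fbn1*, *Ido1*, *Penk*, *Klk1b24*, *Oaf* and *Col8a2* stand in Table 1 as unchanged at 1 week and up at 4 weeks. At 1 week *Oaf* and *Col8a2* had log2 fold changes of −0.64 and −1.15. *Plb1*, reported as still raised at 4 weeks, was at the floor there. The results name the kallikreins among genes lowered by DEX, and the discussion among those raised. Here the log2 fold changes of 5 of them were from 2.77 to 4.20, and *Klk1b4* was at least 10.7-fold higher. Table 1 lists *Ttyh1* and *Ccnb1* both as up in DEX and as up at 1 week alone, and here they were −0.81 and −0.29 in DEX and 1.46 and 2.43 at 1 week.

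Genes that the paper lists as differing and limma did not call were called by other settings. Of the 151 genes of Table 1, limma called 69, edgeR's quasi-likelihood test 146 (not *Col4a2*, *Nid2*, *Mlc1*, *Mfap4* and *Rtn4rl1*), DESeq2 148 (not *Klk1b4*, *Pkd1l2* and *Igha*), array weights 149, and edgeR's likelihood ratio test 151. The genes in the first bracket other than *Mfap4* were chosen after their values were seen. *Pomc*, which the paper reports as reduced in DEX, had an adjusted p of 0.223 in the limma F test and passed with 7 of the 14 alternatives, among them DESeq2 and both edgeR tests. The paper describes a distinct signature of each group, most of all of the 4 week group, and here 0 genes differed from control at 1 week and 0 at 4 weeks in limma (938 and 1570 with an unadjusted p under 0.05). Array weights gave 4 and 186, edgeR's likelihood ratio test 50 and 91, and DESeq2 8 and 60.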

Other observations

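In this part, the limma contrasts against control and the camera tests, with the fits that each left out 1 library, were set before their results were seen, and all other tests were chosen only after the result was seen.

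*Pomc* stood at the control level in pool 3 at 1 week after withdrawal. A lower share of corticotrophs in that pool may contribute, since its 5 other corticotroph markers differed from those of pools 1 and 2 by −2.99 on the log2 scale. Against this, the markers of the other cell types did not rise alike. The same difference was 2.77 for endothelial cells, 0.795 for pericytes and fibroblasts, 0.750 for stem cells, 0.484 for lactotrophs, 0.480 for thyrotrophs and 0.124 for somatotrophs, but −0.0844 for macrophages, −0.189 for gonadotrophs, −1.27 for B and plasma cells, −1.88 for melanotrophs and −2.22 for erythroid cells. As this is a single library, the share of corticotrophs and a lower expression of all these genes in that pool cannot be told apart.

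At 4 weeks after withdrawal, the median log2 fold change was above 0 for 11 of the 11 lists of other cell types, from 0.110 to 2.02, while that of the corticotroph markers was −0.85. Of the 20 ways to assign the 6 control and 4 week libraries, 2 gave as many lists higher. A lower share of corticotrophs would raise the markers of the other cell types alike. The thyrotroph list, though, rose by 1.24 more than the gonadotroph list, and the SD of this gap over pools was 0.211 in control and 0.130 at 4 weeks. The thyrotroph list also moved apart by more than 2 SD from the B and plasma cell (0.876), stem and folliculostellate (0.942) and somatotroph (0.748) lists. *Tshb* went from 204 to 613 normalised counts and *Fshb* from 523 to 724. The lists of pericytes and fibroblasts, lactotrophs, and B and plasma cells rose by 0.943, 0.668 and 0.364 more than the gonadotroph list, with SDs of 0.440, 0.234 and 0.142 in control and 0.129, 0.199 and 0.151 at 4 weeks, and their pools lay apart too. By more than 2 SD, the pericyte and lactotroph lists moved apart only from the gonadotroph list, so that a change in gonadotrophs stays open. By less than 2 SD, the pericyte list rose more than the B and plasma cell (0.580) and stem (0.645) lists, with pools apart. The lactotroph list likewise differed from the thyrotroph list by −0.571. The thyrotroph and gonadotroph lists, picked after the values were seen, were the pair farthest apart of 55 pairs of lists, counted in SD. Of these, 7 moved apart by more than 2 SD, against at most 6 in other splits of the 6 libraries, and the farthest moved by 5.88 SD, against at most 5.67 SD. As other splits came this close, the gaps cannot decide whether a lower share of corticotrophs was the whole cause for any of these lists. A change in the cell types that rose stays open. The endothelial and macrophage lists rose by 1.43 and 0.986 more than the gonadotroph list, with SDs of 1.13 and 0.496 in control and 0.354 and 0.834 at 4 weeks, and the pools overlapped. A lower share of corticotrophs may have raised these markers, and it and a change in the other cells cannot be told apart here, as no count of the sorted cells was analysed.

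*Igha* was high in pool 1 at 1 week after withdrawal. Plasma cells in that pool are a candidate explanation. Of the 6 other B and plasma cell genes listed, 3 had their highest value there: *Jchain* at 17.0 against at most 0.370 elsewhere, *Igkc* at 43.4 against at most 1.02, and *Mzb1* at 0.285 against at most 0.109. *Cd79a*, *Cd79b* and *Ighm* did not. With a single library, plasma cells and another source of these transcripts cannot be told apart.

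The reads on genes were fewer than the reads per sample that the paper states. Strand-specific counting of a library without strand is a candidate explanation for part of this. In 89 pairs where a gene lies inside the exons of a gene on the other strand, the inner gene held a median of 1.26 times the reads that the outer gene has over the same length (quartiles 0.292 to 2.10), and the ratio was over 0.1 in 78 pairs. Counting by strand in a stranded library would leave this ratio near 0, unless the inner gene is itself expressed. If the libraries carry no strand, genes that overlap on opposite strands also take each other's reads, so the values of such genes are uncertain. Reads outside genes, reads on several genes and reads of low mapping quality lower the number as well and were not analysed here.

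Each count from the limma F test was set against 100 splits of the 12 libraries into 4 groups of 3, the real split among them. As large a count came from 1 of 100 for genes up by DEX past 2 on the log2 scale (highest of the others 4), from 2 of 100 for genes down past 2 (20), and from 1 of 100 each for the Table 1 genes past the test, the cells of Table 1 matched, the genes changed by DEX and reversed later (0), the genes up by DEX past 1, those unchanged afterwards, those down by DEX and up later, those up by DEX and down later, and both of these classes with the reversal at 1 and 4 weeks (5 genes each). For genes up both in DEX and at 1 week it was 3 of 100. For genes changed the same way in all groups, and for genes down in DEX and again later, the count was 0, so 100 of 100 gave as many. The genes and cells of Table 1 were chosen by the study on the real grouping, so their splits are no independent test.

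In the contrasts against control, 1 of 10 splits of the 6 libraries gave as many genes as DEX, while 10 of 10 did so at 1 week and again at 4 weeks, where the counts were 0 (938 and 1570 with an unadjusted p under 0.05). With 10 splits no share can be under 0.05, so the count of the DEX contrast and the way its 6 libraries happened to be grouped cannot be told apart by this test.

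For the other marker lists, the camera tests gave the following. Thyrotroph markers were higher at 4 weeks (median log2 fold change 1.26, adjusted p 0.00273, 3 of 3 genes; *Tshb* 204 in control and 613 at 4 weeks) and were called in all 12 fits that each left out 1 library. Lactotroph markers were higher at 4 weeks (0.72, adjusted p 0.0483, 3 of 3 genes), a call lost in 9 of the 12 fits, with 0.48 without control pool 1 and 1.12 without control pool 3. Dissociation stress genes were lower at 1 week (−0.39, adjusted p 0.00981, 7 of 9 genes), a call lost without control pool 3 or pool 1 of the 1 week group (−0.25 without the latter and −0.59 without pool 3 of that group), and lower at 4 weeks (−0.31, adjusted p 0.0449, 9 of 9 genes), a call lost in 7 of the 12 fits. The remaining contrasts of these 3 lists had adjusted p of 0.469 and 0.635 for thyrotrophs in DEX and at 1 week, 0.503 and 0.589 for lactotrophs, and 0.989 for dissociation stress in DEX. In DEX, at 1 week and at 4 weeks the adjusted p was 0.657, 0.217 and 0.350 for B and plasma cells, 0.0677, 0.989 and 0.0617 for erythroid cells, 0.473, 0.814 and 0.193 for stem and folliculostellate cells, and 0.814, 0.503 and 0.0573 for somatotrophs. It was 0.998, 0.156 and 0.814 for gonadotrophs, 0.768, 0.503 and 0.791 for melanotrophs, 0.557, 0.557 and 0.209 for corticotrophs, and 0.814 in each contrast for the sex genes. *Gh* had means of 131548, 90366, 163773 and 211222 normalised counts in the 4 groups. No explanation was tested for these lists beyond the share of corticotrophs at 4 weeks.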
